# Reconstruction of *Eriocheir sinensis* Y-organ Genome-Scale Metabolic Network and Differential Analysis After Eyestalk Ablation

**DOI:** 10.3389/fgene.2020.532492

**Published:** 2020-09-25

**Authors:** Bin Wang, Jiarui Yang, Chenchen Gao, Tong Hao, Jingjing Li, Jinsheng Sun

**Keywords:** *Eriocheir sinensis*, genome-scale metabolic network, ecdysterone synthesis, Y-organ, eyestalk ablation

## Abstract

Genome-scale metabolic network (GSMN) has been proven to be a useful tool for the system analysis of organism metabolism and applied to deeply explore the metabolic functions or mechanisms in many organisms, including model or non-model organisms. However, the systematic studies on the metabolisms of aquatic animals are seldom reported, especially the aquatic crustaceans. In this work, we reconstructed an *Eriocheir sinensis* Y-organ GSMN based on the transcriptome sequencing of Y-organ, which includes 1,645 reactions, 1,885 unigenes, and 1,524 metabolites distributed in 100 pathways and 11 subsystems. Functional module and centrality analysis of the GSMN show the main metabolic functions of Y-organ. Further analysis of the differentially expressed unigenes in Y-organ after eyestalk ablation reveals that 191 genes in the network were up-regulated and 283 were down-regulated. The unigenes associated with the ecdysone synthetic pathway were all up-regulated, which is consistent with the report on the increasing secretion of ecdysone after eyestalk ablation. Besides, we compared the Y-organ GSMN with that of *E. sinensis* eyestalk and hepatopancreas, and we analyzed the specific metabolisms in each organ. The specific metabolisms and pathways of these three networks are closely related to their corresponding metabolic functions. The GSMN reconstructed in this work provides a new method and many novel clues for further understanding the physiological function of Y-organ. It also supplies a new platform for the investigation of the interactions among different organs in the growth process of *E. sinensis*.

## Introduction

*Eriocheir sinensis* (Chinese mitten crab) is an important economic aquatic animal in China. The growth of *E. sinensis* undergoes multiple molting processes, which is regulated by the ecdysone and molt-inhibiting hormone. The main function of Y-organ is to secrete the precursor of ecdysone, which enters the blood and transforms to active ecdysone catalyzing by 20-hydroxyecdysone (Pu et al., 2015; Techa and Chung, 2015). The research of Y-organ and ecdysone mainly focuses on the gene clone and expression. Gong et al. (2014) cloned full-length cDNA sequence of a ecdysteroid receptor gene Ers-EcR from *E. sinensis* Y-organs and found that it has the highest expressions in Y-organ and muscle. He et al. (2013) constructed an expression vector of *E. sinensis* ecdysone regulation protein (ERP) using homologous reorganization and obtained the purified ERP. However, it is noticed that the metabolism or regulation in cells interacted in a complex biological system, in which the function of each gene is influenced by other genes or proteins. Therefore, a systematic view is necessary for the function analysis and related regulation studies in Y-organ.

As an efficient tool for the systematic investigation of the complex metabolic systems, genome-scale metabolic networks (GSMNs) were reconstructed for more than 100 organisms including archaea, bacteria, and lots of eukaryotes. GSMN has been applied to metabolic engineering, bioenergy development, and biomedicine. The standard protocol of the reconstruction of GSMN was reported by Thiele and Palsson (2010), which greatly promoted the development of network reconstruction. It provides a new method for quickly and efficiently searching for metabolic pathways and for prediction of gene functions or gene phenotypes. However, the GSMN reconstruction and analysis of the aquatic animals are seldom reported. In the previous research, the GSMNs of *E. sinensis* eyestalk (Wang B. et al., 2016) and hepatopancreas (Hao et al., 2018) were reconstructed. In recent years, researchers paid many efforts to analyze the metabolisms and regulation in *E. sinensis* based on homologous gene alignment, homology searches (Ding et al., 2018), transcriptome assembly, annotation, and differential expression analysis (Chen et al., 2017). However, in the growth process of *E. sinensis*, the exact metabolic mechanism of each organ and the interaction between them are not clear.

In this work, we reconstructed a GSMN of *E. sinensis* Y-organ and analyzed its metabolic features. The differentially expressed unigenes (DEUs) in Y-organ after eyestalk ablation were further analyzed based on the GSMN to explore the interaction between Y-organ and eyestalk. We investigated the common and unique metabolisms of the three organs, compared with the previously reconstructed GSMN of *E. sinensis* eyestalk and hepatopancreas. The GSMN reconstructed in this work provides a new method and novel clues for further understanding the physiological function and mechanism of Y-organ.

## Materials and Methods

### Preparation of High-Through Sequencing Data

#### RNA Sequencing of Y-organ

Healthy crabs (body weight 5–6 g) with good vitality were held in fresh water at 18–20°C for 3–5 days. Sixty crabs were randomly selected and equally divided into two groups. The eyestalk of experimental group (C1) was ablated, and the Y-organ was taken as a sample 48 h later. The eyestalk of control group (C0) was not treated. The sample was stored in −80°C liquid nitrogen until RNA was extracted. The total RNA from the Y-organ was extracted using the TRIzol method (Invitrogen, United States) according to the manufacturer’s protocol.

After extraction of the total RNA from the samples, mRNA was enriched by using the oligo magnetic beads. By adding the fragmentation buffer, the mRNA was interrupted to short fragments (about 200 bp), and then the first-strand cDNA was synthesized by random hexamer-primer using the mRNA fragments as templates. Buffer, dNTPs, RNase H, and DNA polymerase I were added to synthesize the second strand. The double-stranded cDNA was purified with QiaQuick PCR extraction kit and washed with elution buffer (EB) for end repair and single nucleotide A (adenine) addition. Finally, sequencing adaptors were ligated to the fragments. The required fragments were purified by agarose gel electrophoresis and enriched by PCR amplification. The cDNA libraries of two samples were sequenced using Illumina HiSeq^TM^2000 with single-end sequencing.

The original image data were transferred into sequence data by base calling, which is defined as raw reads. To obtain the clean reads, all raw reads were filtered to remove dirty reads, including reads with adaptors, reads in which unknown bases are more than 10%, and low-quality reads (the percentage of the low-quality bases of quality value ≤ 5 is more than 50% in a read). The clean reads obtained with sequencing were mapped to reference sequences obtained from transcriptome sequencing (ENA accession number: PRJEB4541) (Sun et al., 2014) using SOAPaligner/soap2 (Li et al., 2009) to get the unigenes. Unigenes with one or two base mismatches were collected in the alignment. The function annotation of unigenes was also extracted from the transcriptome sequencing including corresponding gene symbol, gene function, gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) orthology (KO) annotation. KO is a functional ortholog manually defined in the context of the KEGG molecular network (Kanehisa et al., 2016). A KO associates with different biological objects in the KEGG database related to the function, including genes, proteins, compounds, reactions, and pathways. Therefore, the association between different objects can be determined by the KO numbers.

The quality of the sequencing was further assessed by sequencing saturation analysis and distribution of reads on reference genes as well as clean read filter. Sequence saturation analysis is used to measure the sequencing data of a sample. When the number of reads increases, the number of detected genes also increases. However, when the number of reads reaches a certain value, the growth rate of detected genes flattens, and it means that the number of detected genes tends to saturation. Distribution of reads locating on the genes is used to evaluate the randomness. During the RNA-Seq experiment, mRNAs are firstly broken into short segments by chemical methods and then sequenced. If the randomness is poor, read preference from a specific gene region will directly affect subsequent bioinformatics analysis. Since reference genes have different lengths, the read location on gene is standardized to a relative position (which is calculated as the ratio between read location on the gene and gene length), and then the number of reads in each position is counted. If the randomness is good, the reads in every position would be evenly distributed.

The RNA-Seq data have been submitted to the Sequence Read Archive (SRA) database, and the accession number is SRX8639987 for sample C0^1^ and SRX8639988 for sample C1^2^. The unigene information of C0 sample obtained from differential gene expression (DGE) and transcriptome sequencing were used for the subsequent draft reconstruction of the GEM.

#### Differentially Expressed Unigenes in Y-organ

The unigene expression is calculated by the number of reads mapped to the reference sequence and every unigene. The unigene expression level was calculated by reads per kb per million (RPKM) (Basletic et al., 2008) and used in the DEU analysis. The statistical analysis of reads frequency was performed in C0 and C1 to screen the DEUs in *Eriocheir sinensis* Y-organ. Two criterions, false discovery rate (FDR) ≤ 0.001 and |log2 ratio(C1/C0)| > 1, were used to screen the DEUs. The differential expression data have been submitted to Gene Expression Omnibus (GEO) database, and the accession number is GSE153552^3^.

### Reconstruction of the *Eriocheir sinensis* Genome-Scale Metabolic Network

The reconstruction of the GSMN almost follows the standard protocol of GSMN proposed by Thiele and Palsson (2010). The reconstruction process is composed of draft reconstruction, refinement of reconstruction, conversion of reconstruction, network evaluation, and data assembly and dissemination.

#### Draft Reconstruction

The reaction list, metabolite list, reaction–KO relationships, and reaction_mapformula files were downloaded from the KEGG database. The unigene–KO relationship obtained from transcriptome data (ENA accession number: PRJEB4541) and information from the KEGG database were used as the data source or draft reconstruction. With KO as a bridge, the candidate metabolic reactions (including reaction identifiers, equations) and corresponding metabolites (including metabolite names and identifiers) from the KEGG database were matched with unigenes. With these reactions and metabolites, the draft reconstruction network was assembled.

#### Refinement of Reconstruction

##### Determination of chiral metabolites

In the draft reconstruction network, the same metabolite with different chirality was labeled with different compound IDs. For example, D-glucose with α and β chirality was labeled as C00267 and C00221, respectively. Besides, there is a D-glucose with unclear chirality labeled as C00031. These repetitive IDs for a metabolite may influence the accuracy of model simulation. Therefore, the chiral metabolites were revised. Taking glucose as an example, α-D-glucose is the predominant form of glucose in most organisms, so the glucose in the network was unified as alpha chirality.

##### Reference to the reactions in our previous model

As there is no *E. sinensis*-specific information in the KEGG database, we referenced to the reactions in our previous reconstructed eyestalk (Wang B. et al., 2016) and hepatopancreas GSMN of *E. sinensis* (Hao et al., 2018), in which the stoichiometry coefficient and directionality of some reactions have been revised. For the reactions that are common in Y-organ and the reference networks, the equations (including whole equation and main equation) and directions were directly taken from the reference networks.

##### Adding information for unigene and reaction localization

The compartment of metabolic reactions in our model was all considered to be cytoplasmic. Only the transport and exchange reactions were different. The compartments of substrates and products in the transport reactions were cytoplasm and extracellular, respectively, while the direction of the metabolic transport was determined by the positive and negative flux values of the transport reaction. The compartment of exchange reactions is extracellular.

##### Adding pathway and subsystem information

The pathway and subsystem information of reactions in the draft network were obtained from the KEGG database. For the reaction with multiple pathways, we selected the pathway in the main metabolic subsystem (usually the pathway with smallest number). A reaction has only one pathway in our network to facilitate the subsequent gap filling step.

##### Verify unigene–enzyme–reaction relationship

The enzyme–KO information was obtained from the KEGG database. In the daft reconstruction, the unigene–reaction relationship was determined by KO numbers. In this step, also taking KO number as a bridge, the unigene–enzyme–reaction relationships were identified. As unigene is not exactly the gene, the relationships between unigenes were difficult to be identified. In this work, all the unigenes matching to the same enzyme were considered as “and” relationship, and the unigenes matching to different enzymes of a reaction were considered to function independently, i.e., “or” relationship.

##### Confidence scoring system

According to the confidence rules in the paper of Thiele and Palsson (2010), the confidence score ranges from 0 to 4, where 4 represents direct evidence from biochemical data, 3 represents direct and indirect evidence from genetic data, 2 represents indirect evidence from physiological data and evidence for sequence data, 1 represents modeling needed data, and 0 represents no evaluated data. For Y-organ GSMN, the reactions in draft reconstruction were obtained based on the high-throughput sequencing data. Therefore, their confidence score is 2. The reactions added for the nutrient transport and added in the network evaluation step are needed for the synthesis of biomass and ecdysone, i.e., indirect evidence from physiological data, so their confidence score is also 2. The reactions added in the gap filling step are used for improving the network connectivity but has no evidence, so their confidence score is 1.

##### Determination of the biomass composition

The healthy crabs obtained from aquatic farm were cultured in a plastic incubator at 18–20°C for 5 days. During collection of the samples, crabs with average weight of 8–9 g were put on the ice plate for low-temperature anesthesia. The Y-organ of each crab was quickly cut off, placed in liquid nitrogen immediately, and then transferred to −80°C refrigerator for preservation. The biomass constituents in the samples were tested experimentally by the Beijing Institute of Nutritional Resources. The contents of 20 amino acids, 30 fatty acids, 10 trace elements, 2 carbohydrates, and 5 nucleotides were determined with the national standard testing method.

##### Adding biomass reaction

The biomass reactions were constructed according to the experimental results. The unit of substance content in the experimental results is g/100 g or mg/kg. The weight of water is firstly deduced from the total weight to get the weight of dry cell. Then the unit of each content was transformed to mmol/(g dry weight) to form the stoichiometry coefficient in the biomass reaction. The coefficients of ATP, ADP, and phosphate were set to be 29.8303 mmol/(g dry weight) for ATP maintenance referenced to *i*CHOv1 of *Cricetulus griseus* (Hefzi et al., 2016).

##### Adding transport and exchange reactions

The transport and exchange reactions were added according to the nutrient requirement of *E. sinensis*. Exchange reactions are the unbalanced network reactions that allow the accumulation of metabolites or provide the network with metabolites. Therefore, the transport and exchange reactions for the components composing the biomass were added, as well as H_2_O, H^+^, and O_2_, which are essential to most living beings.

##### Gap filling

In the draft reconstruction network, dead-end metabolites were unavoidable due to the incomplete understanding of gene annotation and metabolic system of an organism. The existence of dead-end metabolites may cause the breakpoints in some metabolic pathways, which leads to the failure of some metabolic functions. In order to reduce the dead-end metabolites and the breakpoints in the network, we try to fill the gaps by taking all the reactions in the KEGG database but not in the draft reconstruction network as the “metabolic environment.” The gaps were filled based on the graph theory and carried out in two scales: pathway scale (Hao et al., 2010) and global scale (Hao et al., 2012) successively. Taking the global scale gap filling as an example, the global network was firstly divided into different weakly connected components (WCCs). A WCC is defined as a network in which there is at least one path between any two nodes ignoring the direction of the edges, while different WCCs are not connected. The candidate reactions were thoroughly searched in the “metabolic environment” to connect different WCCs. If there are multiple candidate reactions to connect two WCCs, then the reaction with same or similar pathway with the reactions in the two WCCs was identified as gap reaction. For the pathway scale gap filling, each pathway in the network was divided into WCCs, and gaps inside the pathway were filled. With the addition of gap reactions, the breakpoints in the network were largely reduced.

#### Conversion of Reconstruction to Mathematical Model

To further refine and evaluate the reconstructed network, the reconstruction should be converted to a mathematical model. We used the COBRA toolbox (Heirendt et al., 2019), which can be used on Matlab platform to read and simulate the model. The biomass reaction was set to be the default objective function. The flux of reversible reactions was set to be (−1,000, 1,000) mmol gDW^–1^ h^–1^, and that for irreversible reactions is (0, 1,000) mmol gDW^–1^ h^–1^. The flux of transport reactions was set to be (−1,000, 1,000) mmol gDW^–1^ h^–1^. The exchange reactions for non-essential amino acid were set to be (0, 1,000) mmol gDW^–1^ h^–1^, which means that these amino acids do not need to be ingested from the environment. For the fatty acids that can be synthesized by the model, the related exchange reactions were set to be (0, 1,000) mmol gDW^–1^ h^–1^. The flux of other nutrient absorption was set to be (−5, 1,000) mmol gDW^–1^ h^–1^, except for trace elements, which is set to be (−1, 1,000) mmol gDW^–1^ h^–1^. The flux of H_2_O, H^+^, and O^2^ was set to be (−1,000, 1,000) mmol gDW^–1^ h^–1^. Finally, the refined network was converted into a Systems Biology Markup Language (SBML) formatted file, which can be read by the COBRA toolbox. The SBML file is valid by checking by MEMOTE (Lieven et al., 2020).

#### Network Evaluation

The network was evaluated by the non-essential amino acids, biomass, and ecdysone synthesis. The synthesis capability of these metabolites was calculated with flux balance analysis using COBRA toolbox.

There are 10 non-essential amino acids (alanine, asparagine, aspartic acid, cysteine, glutamine, glutamic acid, glycine, proline, serine, and tyrosine) in *E. sinensis*, which should be able to be synthesized by cells without being obtained from the feeds (Kanazawa and Teshima, 1981). The exchange reactions of these amino acids were set as the objective function. If a non-essential amino acid cannot be synthesized in the simulation (flux is 0), it means that the network is defective by missing one or more related reactions. The missing reaction(s) can be found by backtracking the related synthetic pathways of amino acids in databases or literatures. After the missed reactions are added, the accuracy and the synthetic ability of the model can be verified by recalculating the production of the amino acids. The revision was ended until all the 10 non-essential amino acids are correctly synthesized by the model. The ecdysone synthesis capability was evaluated in the same way.

For the biomass evaluation, biomass synthesis reaction was set to be the objective function. If the biomass cannot be synthesized (flux is 0), the synthesis of precursors used for biomass synthesis was checked. The transport and exchange reactions for the precursors were added firstly, and the flux of their exchange reactions was set to be (0, 1,000) mmol gDW^–1^ h^–1^, which means that the precursors are only allowed to be synthesized and not absorbed from the feeds. Then the exchange reaction of a precursor was set to be the objective function, and its maximum flux was calculated. When the precursor cannot be synthesized, the missing reactions were found by backtracking the pathways in the KEGG database and added to the model. The precursors were checked one by one until the biomass can be synthesized.

#### Data Assembly and Dissemination

Gap reactions obtained from the evaluation step were added to the model, and the feature of the network was counted and listed as the final reconstruction results.

### Topological Analysis

Currency metabolites such as ATP, ADP, NADH, NAD^+^, H_2_O, and H^+^, which are generally only transfer carriers of electron or some functional group and participate in a large number of reactions but do not directly participate in product synthesis (Ma and Zeng, 2003a), were removed from the reactions. With the removal of currency metabolites, the transformation of the major metabolites was shown to reveal more biological significance. Subsequently, the network was transformed into a reaction graph, that is, the network diagram with reaction as node and metabolite as edge. Then the topological features including density, average degree, average path length, diameter, cluster coefficient, and bow-tie structure were calculated with Pajek software (Batagelj and Mrvar, 2003). The bow-tie structure was analyzed based on the biggest WCC of the network.

### Network Decomposition

Network decomposition of the network is based on the combination of dendrogram and modularity (Ma et al., 2004; Hao et al., 2015). The biggest WCC of network, represented as a reaction graph, was layout as a classification tree with python package. A threshold of 50 for the maximal size of modules was set in the preliminary module partition by traversing the classification tree. Subsequently, a module with less than 10 reactions was combined with the largest module, which is connected with it. Finally, the optimal module partition was obtained by optimizing the modularity of the network. The degree of the nodes in the biggest WCC was calculated with Pajek software for the centrality analysis.

## Results and Discussion

### RNA Sequencing Results of Y-organ

A total of 6,307,172 and 5,988,964 clean reads were obtained from C0 and C1 samples, accounting for 99.34 and 98.51% of the raw reads, respectively. 

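Y-organs, the paired glands that secrete ecdysteroids, were taken from 30 crabs per group with a body weight of 5 to 6 g. Sample C0 came from untreated crabs, and sample C1 came from crabs sampled 48 h after removal of the eyestalk, the site of the neuroendocrine tissue that restrains the Y-organ. The paper names no sham operation for the control crabs. An effect of eyestalk ablation in this design therefore includes the wound of the operation. Each group gave 1 library of single-end Illumina reads, so no difference between C0 and C1 has a replicate check. The authors mapped the clean reads with SOAPaligner/soap2 to the unigenes of an earlier *E. sinensis* transcriptome, with 1 or 2 base mismatches, and not to a genome. For each unigene they deposited the number of uniquely mapped reads, the RPKM (that number per kilobase of unigene and library total, scaled by 1e+06) and the percentage of the unigene length covered by reads. The reads summed over all unigenes are 65.8% (C0) and 62.6% (C1) of the clean reads that the paper reports, and all values given beside the results use these sums as library sizes. The 10 most abundant unigenes took 34.7% of the unigene reads in C0 and 34.3% in C1. The 2 libraries were compared with an exact two-sided binomial test of the C1 reads of a unigene, given its reads in both libraries together, against the C1 share of all unigene reads, 47.5%. Benjamini-Hochberg adjustment covered the 47966 unigenes with at least 1 read in either library. A unigene was counted as a differentially expressed unigene (DEU) with an adjusted p of at most 0.001 and a log2 ratio (C1/C0) beyond 1 in either direction, the thresholds of the paper. The log2 ratio was taken between reads per library total, with 0.5 read added to each library. With 1 library per group no biological spread can be estimated, and the test therefore compares these 2 libraries and not the 2 conditions. The confidence intervals are 95% Wilson intervals. They cover counting error only, because PCR copies are not independent molecules. Reads of near-identical unigenes (alleles, paralogs or fragments of 1 transcript) can be lost or split by unique mapping, so single members of gene families are uncertain. The choice of library size moves every log2 ratio by a constant. With the TMM factors of edgeR the shift was -0.17, and with the clean reads as library size it was -0.07. The median log2 ratio of the 11398 unigenes with at least 50 reads in both libraries together was 0.20. This median changed with abundance, to -0.06 with at least 1000 reads and -0.27 with at least 5000.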

The classification of raw reads is shown in Figure 1. These clean reads matched to 44,834 and 44,504 unigenes in the transcriptome data, respectively. 

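At least 1 read was counted on 44833 unigenes in C0 and on 44503 in C1. Reads from both libraries fell on 41370 unigenes, while 3463 unigenes had reads in C0 alone and 3133 in C1 alone. The unigenes with reads in 1 library had a median of 1 read there, and at most 68 reads in C0 and 61 in C1. A count of 0 allows a share of up to 7.22e-05% of the unigene reads in C0 and 8.00e-05% in C1 (3 counts of the total), so most of these unigenes were not detectably different between the libraries. The median detected unigene had 9 reads in each library. With a minimum of 10 reads, 21821 unigenes were counted in C0 and 21697 in C1. A minimum of 2 reads gave 39899 and 39466 unigenes, and 3209 and 3104 unigenes had at least 100 reads. The unigenes were 200 to 11137 bp long with a median of 316 bp. At the median length 1 read corresponds to an RPKM of 0.762 in C0 and 0.844 in C1, and 40932 unigenes in C0 and 41312 in C1 had an RPKM of at least 1.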

Figure 2 shows the sequence saturation of samples C0 and C1. 

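The number of unigenes with at least 1 read was calculated for random subsets of the unigene reads of each library (hypergeometric rarefaction, an expected value without sampling). In C0, 10% of the reads (415246 reads) detected 26695 unigenes, or 59.5% of those found at full depth. With 50% of the reads 40774 unigenes (90.9%) were detected, and with 75% of the reads 43307 (96.6%). In C1 the same fractions of reads detected 26494, 40391 and 42951 unigenes, which is 59.5%, 90.8% and 96.5% of the full number. The last 25% of the reads added 1526 unigenes in C0 and 1552 in C1. At full depth, each further 1000 reads would add 1.19 unigenes in C0 and 1.34 in C1. When C0 was reduced to the number of reads of C1, 44318 unigenes (98.9%) were detected.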

The number of detected genes tends to saturation in the two samples. Figure 3 shows the distribution of reads in samples C0 and C1 on reference genes. In both two samples, the reads in every position were evenly distributed, which indicate the good randomness of the sequencing.

**FIGURE 1:**
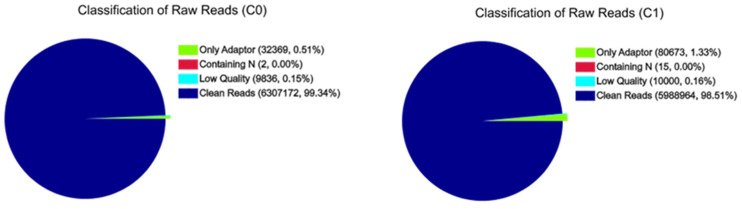
Classification of raw reads of samples C0 and C1.

**FIGURE 2:**
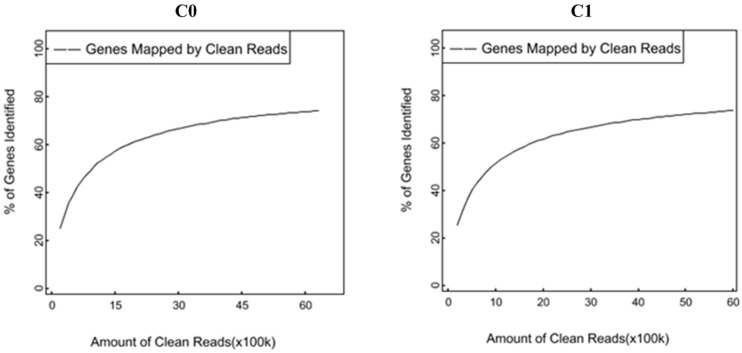
Sequence saturation analysis of samples C0 and C1.

**FIGURE 3:**
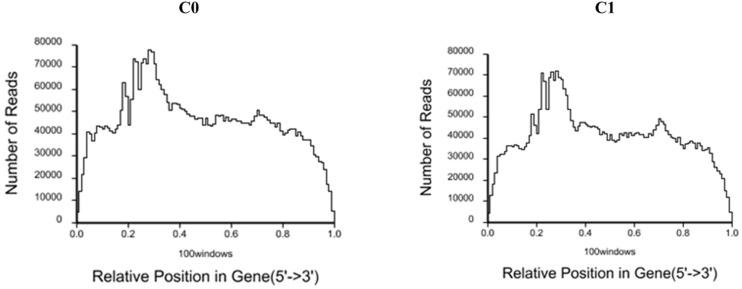
Distribution of reads in samples C0 and C1 on reference genes.

### Reconstruction of the Y-organ Genome-Scale Metabolic Network

#### Draft Reconstruction

In the Y-organ RNA sequencing, there are a total of 44,834 unigenes obtained from sample C0, in which 12,581 unigenes have related KO information. 

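In C0 the median RPKM of the detected unigenes was 6.57. The median unigene was covered by reads over 66.6% of its length, and the unigenes with at least 100 reads over 97.4%. A best hit in the nr protein database was deposited for 12793 of the C0 unigenes (28.5%), and these unigenes held 58.5% of the C0 reads. GO terms were given for 7281 unigenes (16.2%). KO numbers were not analysed here. The most abundant unigene of C0 was Unigene20648_A0A, which is 2235 bp long and has no nr annotation. It had 457451 reads, 11.0% of all unigene reads of the library. Unigene20995_A0A, annotated as cytochrome c oxidase subunit I, had 208024 reads (5.01%, 95% interval 4.99 to 5.03%). Unigene19241_A0A (cytochrome b) had 123282 reads (2.97%), and Unigene19804_A0A (cytochrome c oxidase subunit III) had 113935 (2.74%). Unigene19254_A0A, whose annotation reads ecdysone biosynthesis protein, ranked 2 in C0.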

Taking KO as a bridge, 1,885 unigenes in Y-organ were matched to the metabolic information in the KEGG database, and finally, 1,207 reactions and 958 metabolites were obtained.

#### Refinement of Reconstruction

In the determination of chiral metabolites, D-glucose in 13 reactions was replaced by α-D-glucose. Subsequently, reactions were searched in our previous reconstructed eyestalk and hepatopancreas GSMNs, and 1,192 reactions were found. The equation of these reactions in eyestalk and hepatopancreas GSMNs was used directly in the Y-organ model. The pathway and subsystem of all the reactions were obtained from the KEGG database, and all the 1,207 reactions were distributed in 98 pathways and 11 subsystems.

In the cellular composition testing, the content of a total of 59 nutrients was determined, including 20 amino acids, 30 fatty acids, 10 trace elements, 2 carbohydrates, and 5 nucleotides (Supplementary File S1). The total content of each kind of nutrient in 100-g cells is listed in Table 1. The unit of each nutrient was converted to mmol/(g dry weight), and the biomass equation was constructed (see Supplementary File S2, “Biomass” reaction).

**TABLE 1:** Content of each kind of nutrients in 100-g cells.

Nutrient	Protein	Lipid	Water	Carbon hydrate	Nucleotide	Trace element
Content	7.81 g	33.7 g	54.2 g	1.05 g	4.31 mg	0.74 g

The transport and exchange reactions for 20 amino acids, 30 fatty acids, 2 carbohydrates, and 10 trace elements were added. In addition, the transport and exchange reactions for H_2_O, H^+^, and O_2_ were also added, which is necessary for survival. A total of 130 reactions were added, and the number of reactions in the network increased to 1,337 after adding transport and exchange reactions.

Gap filling was processed in two scales, pathway scale and global scale. In the pathway scale, 105 gap reactions were added, and the number of reactions in the network increased from 1,337 to 1,442. In the global scale, 118 additional gap reactions were added. The number of WCCs of the network reduced from 151 to 87 after gap filling, which indicates that the gap filling step increased the network connectivity. After gap filling, the reconstructed metabolic network contains 1,560 reactions.

The refined network was transferred to .xml file, which can be read by COBRA toolbox and imported into the Matlab platform.

#### Network Evaluation

By investigating the synthesis capability of non-essential amino acids in *Eriocheir sinensis*, the quality of the reconstructed network was evaluated. The results showed that the simulated fluxes of two non-essential amino acids (cysteine and tyrosine) are 0, which means that these two amino acids cannot be synthesized by the network. By checking the cysteine metabolic pathway in the network and comparing it with that in the KEGG database, we found that the L-cysteine synthesis reaction R00897 (*O*-acetyl-l-serine + hydrogen sulfide <=> L-cysteine + acetate) was missed. Therefore, R00897 was added to the network. Furthermore, the transport and exchange reactions of sulfide were also added to ensure the positive flux of R00897. The synthesis of L-cysteine was simulated again, and the flux value increased from 0 to 5, indicating that cysteine can be successfully synthesized by the network. In the same way, R01728 [prephenate + NAD^+^ <=> 3-(4-hydroxyphenyl) pyruvate + CO_2_ + NADH + H^+^] were added to revise the tyrosine synthesis route in the network.

In the biomass simulation, the biomass was unable to be synthesized by the model at first. Therefore, the synthesis of all the precursors was checked. The problem occurs in the synthesis of some fatty acids because the fatty acid synthesis pathways in the network are incomplete. We checked the related KEGG pathways and added 29 metabolic reactions to complete the fatty acid synthesis route, including 26 reactions in “biosynthesis of unsaturated fatty acids” pathway and three reactions in “fatty acid biosynthesis” pathway. In addition, the transport and exchange reactions for 23 precursors of the fatty acids were added to check their synthesis capability, and the flux of exchange reactions was set to be (0, 1,000) mmol gDW^–1^ h^–1^. With the revision of fatty acid routes, the biomass was synthesized successfully, and the flux of biomass is 2.304 g h^–1^.

As ecdysone secretion is an important function of Y-organ, the quality of the model was further evaluated by the ecdysone synthesis. Since crab cannot synthesize cholesterol by itself but absorb it from the feeds (Hinsch, 1980), the transport and exchange reactions for cholesterol were firstly added, and the flux of exchange reactions was set to be (−5, 1,000) mmol gDW^–1^ h^–1^. In order to simulate the ecdysone synthesis, the transport and exchange reactions of ecdysone were also added with the flux of exchange reactions set to be (0, 1,000) mmol gDW^–1^ h^–1^. Then the exchange reaction of ecdysone was set to be the objective function, and the flux was calculated. The flux is not zero, which indicates that the ecdysone can be successfully synthesized by the network.

#### Data Assembly and Dissemination

The final reconstructed GSMN consists of 1,645 reactions, 902 enzymes, 1,524 metabolites, and 1,885 unigenes distributed in 100 pathways and 11 subsystems (Supplementary Files S2, S3). The characteristics of the GSMN are listed in Table 2. The components of model structure in Matlab are shown in Figure 4.

**TABLE 2:** The characteristics of Y-organ GSMN.

Items	Count
Unigenes	1,885
Reactions	1,645
Metabolic reactions	1,463
Transport reactions	91
Exchange reactions	91
Enzymes	902
Metabolites	1,524
Intracellular metabolites	1,421
Extracellular metabolites	103
Pathways	100
Subsystems	11

*GSMN, genome-scale metabolic network.*

**FIGURE 4:**
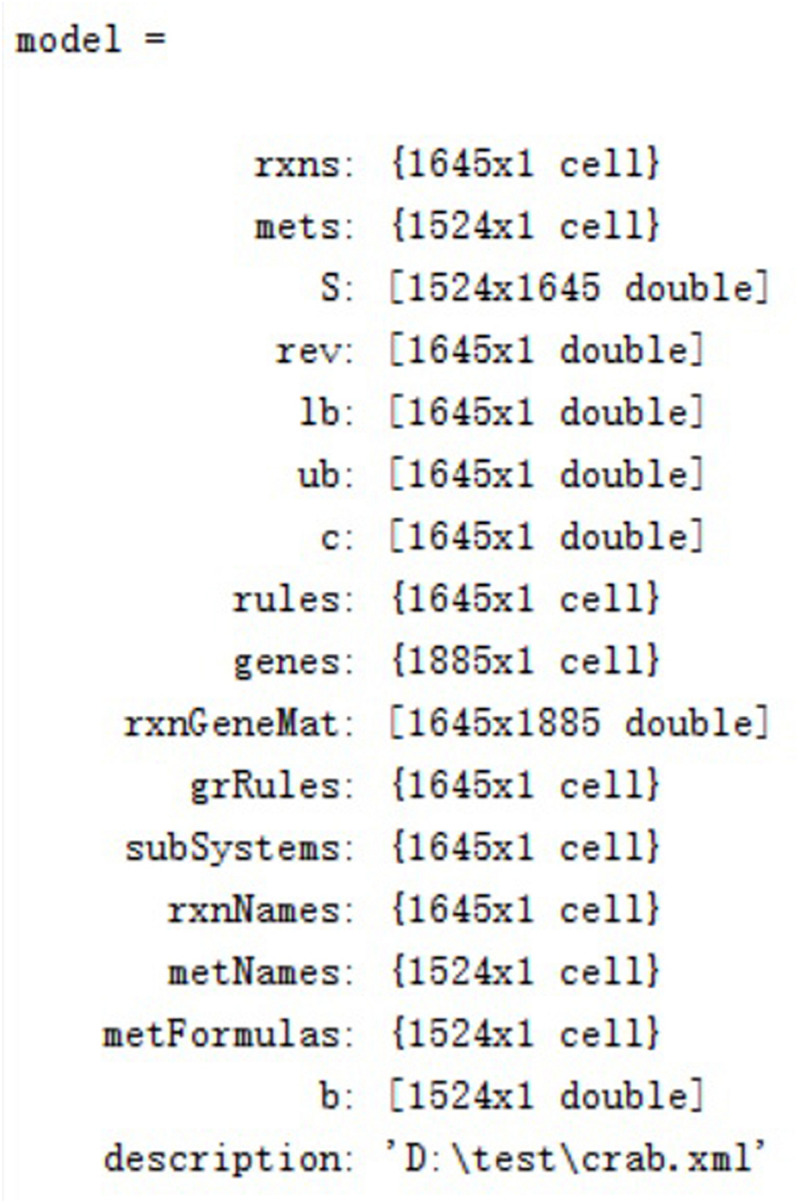
The components of model structure in Matlab.

### Topological and Functional Analyses of Reconstructed Genome-Scale Metabolic Network

#### Topology Analysis of Network Features

In all the 1,645 reactions in Y-organ GSMN, the currency metabolites and exchange reactions were firstly removed from the network, and some reactions with main reactions containing only currency metabolites were also removed. The finally reactions were 1,354, and the topological features of the network were calculated (Table 3). The GSMN of Y-organ was divided into 74 WCC, including 12 big WCCs with more than 10 reactions. There are 1,071 reactions in the largest WCC, accounting for 75.42% of the reactions in the network. The Y-organ network exhibits similar density and average degree with 15 tissues specific metabolic networks of human (with density in the range of 0.0016–0.0029 and average degree in the range of 3.43–4.51) (Hao et al., 2012). In addition, the biggest WCC clearly exhibits a typical bow-tie topology structure, which is proposed by Ma and Zeng (2003b) as an important feature of metabolic network. It is further proved by Zhao et al. (2006) that the bow-tie pattern is widely present in metabolic network with different chemical, spatial units, levels and sizes, and probably the result of evolution of metabolism in organisms. As an important hormone-secreting organ, Y-organ needs to exchange substances with other tissues and organs, import substrates, and export important precursors for hormone synthesis. The Y-organ network has higher proportion of giant strong component (GSC) than that of IN/OUT part, which indicates that Y-organ produces a small number of important precursors by consuming a large set of intermediates converted from a variety of inputs. The higher GSC proportion makes the Y-organ network have stronger resistance to perturbations. We further compared the clustering coefficient of the Y-organ network with 100 random networks with the same number of nodes and edges. We found that the Y-organ network has much higher clustering coefficient than random networks (0.371 vs. 0.00094∼0.00248), which indicates the small-world feature of the Y-organ network. This property is thought to enable metabolism to respond quickly to disturbances in enzyme or metabolite concentrations, so that cells can respond rapidly to environmental changes (Wagner and Fell, 2001).

**TABLE 3:** Basic topological features of Y-organ GSMN.

Parameter		Value
Nodes		1,420
	Arcs	2,528
	Edges	849
Density		0.0021
Average degree		4.7563
Average path length		10.1584
Diameter		29
Cluster coefficient		0.317
Biggest cluster	Nodes	1,071
	Arcs	2,248
	edges	793
Bow tie of the biggest cluster	GSC	492 (45.94%)
	S	201 (18.77%)
	P	225 (21.00%)
	IS	153 (14.29%)

*GSMN, genome-scale metabolic network.*

#### Function Analysis

##### Overview and analysis of main metabolic pathways

The 1,071 reactions in the largest WCC are distributed in 11 metabolic subsystems. Among these subsystems, amino acid metabolism contains the most reactions, followed by carbohydrate, lipid, and nucleic acid metabolisms (Table 4). These four metabolisms occupied 74.8% of the reactions in Y-organ GSMN. Tyrosine, arginine, proline, and cysteine metabolisms take up most of the reactions in the amino acid metabolism. The glycolysis, phosphoinositide metabolism, and tricarboxylic acid (TCA) cycle are the main pathways in the carbohydrate metabolism. Glycerol phosphate, sphingolipid, and arachidonic acid metabolisms occupied more than half of the total reactions in the lipid metabolism. Nucleic acid metabolism consists of purine and pyrimidine metabolism (Table 5). These metabolic processes all served as the main function of Y-organ to secrete various kinds of hormones.

**TABLE 4:** Reaction distribution in the largest WCC.

Subsystem	Number of reactions
Amino acid metabolism	276
Lipid metabolism	189
Carbohydrate metabolism	183
Nucleotide metabolism	153
Metabolism of cofactors and vitamins	74
Biosynthesis of secondary metabolites	57
Transport	56
Xenobiotics biodegradation and metabolism	37
Translation	21
Energy metabolism	20
Glycan biosynthesis and metabolism	5
Total	1,071

*WCC, weakly connected component.*

**TABLE 5:** The main pathways in different metabolic subsystems.

Subsystem	Main pathways	Reactions	Proportion
Amino acid	Tyrosine metabolism	45	16.3%
metabolism	Arginine and proline metabolism	35	12.7%
	Valine, leucine, and isoleucine degradation	28	10.1%
Carbohydrate	Glycolysis	27	14.8%
metabolism	Inositol phosphate metabolism	26	14.2%
	TCA cycle	16	8.7%
Lipid metabolism	Glycerol phosphate metabolism	37	19.6%
	Biosynthesis of unsaturated fatty acids	25	13.2%
	Sphingolipid metabolism	23	12.2%
Nucleic acid metabolism	Purine metabolism	85	55.6%
	Pyrimidine metabolism	68	44.4%

*TCA, tricarboxylic acid.*

Tyrosine was a precursor of catecholamines (such as dopamine, adrenaline, and noradrenaline), which enables the cell to make emergency responses to the external environment. Therefore, tyrosine played an essential role in the metabolism of animals (Xiong, 2013). 

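The copy of Supplementary File 2 used here, which gives the unigenes of each reaction of the network, holds 1634 of the 1645 reactions and 1657 of the 1885 unigenes that the paper reports, and its unigene list is shortened for 15 reactions. It was therefore used to look up the reactions that the paper names and for no test over the network. For the conversion of L-tyrosine to L-dopa (R00731) it lists 9 unigenes, of which 4 had reads in C0. Together they had 550 reads in C0. Of these, 510 fell on Unigene49439_A0A (2098 bp, annotated as prophenoloxidase), an RPKM of 58.5 and a share of 0.0123% of the C0 reads (95% interval 0.0113 to 0.0134%). No unigene is listed for the conversion of L-dopa to dopamine (R02080) or of noradrenaline to adrenaline (R02533). Their confidence scores are 2 and 1. In this network the paper gives a score of 1 to reactions added in gap filling, which it describes as without evidence. For the conversion of dopamine to noradrenaline (R02535) 2 unigenes are listed, and neither had a read in C0 or C1.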

In the reconstructed GSMN, we found the complete synthetic route from tyrosine to adrenaline (L-tyrosine → dopamine → noradrenaline → L-adrenaline).

Both glycolysis and TCA cycle were ubiquitous metabolic pathways in cells. 

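Each of the 8 reactions of glycolysis and the TCA cycle considered here had at least 1 unigene with reads in C0. Hexokinase (R01600) had the fewest. Its 4 unigenes had 20 reads together in C0 and 18 in C1, with 13 of the C0 reads on Unigene9255_A0A (RPKM 1.84), and none was a DEU. The single unigene of 6-phosphofructokinase-1 (R04779), Unigene8597_A0A, had 516 reads in C0 and 955 in C1, a log2 ratio of 1.03 with a 95% interval of 0.88 to 1.19. It was a DEU (adjusted p = 4.36e-39, exact binomial test between the 2 libraries) but fell under the log2 threshold, at 0.87, with edgeR's TMM factors, and also with the median ratio (0.84) and the clean reads (0.96). The 2 unigenes of pyruvate kinase (R00200) had 139 reads in C0 and 182 in C1, and neither was a DEU. Most of them fell on Unigene19080_A0A (91 and 109 reads). For citrate synthase (R00351) the C0 reads numbered 607, and Unigene8239_A0A, which had most of them, rose by 0.80 on the log2 scale without reaching the threshold. Isocitrate dehydrogenase (R00709) had 235 reads in C0 on 7 of its 8 unigenes, 159 of them on Unigene13741_A0A (log2 ratio 0.40). The 3 parts of α-ketoglutarate dehydrogenase differed. The first (R00621) had 413 reads in C0 and 383 in C1, and its main unigene, Unigene9169_A0A, had a log2 ratio of 0.05, which turned to -0.11 with TMM factors. For the second (R02570) the shortened list gives 19 unigenes with 1101 reads in C0 and 998 in C1, and 1 of them, Unigene21013_A0A, was a DEU with a log2 ratio of -1.19. The third, dihydrolipoyl dehydrogenase (R03815), rose from 474 to 958 reads, and its Unigene46201_A0A was a DEU with a log2 ratio of 1.18, but not with the median ratio (0.98). Over the 16 reactions looked up besides those of ecdysteroids, 4 unigenes were DEUs among 73 that were compared. The lists of these reactions together have more entries than that. With TMM factors the count was 3, and none of the 4 stayed a DEU with an assumed coefficient of variation of 0.2 or a log2 threshold of 2.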

In the reconstructed network, we found the hexokinase (K00844, R01600), 6-phosphofructokinase-1 (K00850, R04779), and pyruvate kinase (K00873, R00200) in the glycolysis pathway; and citrate synthase (K01647, R00351), isocitrate dehydrogenase (K00030, R00709), and α-ketoglutarate dehydrogenase (K00164, R00621; K00658, R02570; K00382, R03815) in the TCA circle pathway. Reactions catalyzed by these enzymes constitute the core part of the carbohydrate metabolism. Besides, in the carbohydrate metabolism subsystem, inositol phosphate metabolism accounts for 14.4% of the carbohydrate metabolism. This pathway is about a series of reactions to generate two second messengers, inositol triphosphate (IP_3_), and diacylglycerol (DAG), from phospholipase C (K01114). 

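For the phospholipase C reaction (R03435) the network table lists 17 unigenes, of which 16 had reads in C0. Together they had 188 reads in C0 and 139 in C1, and none was a DEU. The most C0 reads fell on Unigene29080_A0A (annotated as phospholipase C gamma), with 38 reads in C0 (RPKM 10.4) and 18 in C1, a log2 ratio of -0.91 (95% interval -1.73 to -0.13, adjusted p = 0.144, exact binomial test between the 2 libraries).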

The main function of IP_3_ is to regulate the release of Ca^2+^, whereas DAG regulates the activity of protein kinase K, which played an important role in cell proliferation, differentiation, contraction, and metabolism (Vines, 2012).

The important function of Y-organ is to secrete ecdysone. In the KEGG database, this process belongs to the insect hormone biosynthesis pathway in the metabolism of terpenoids and polyketides. Since crab cannot synthesize cholesterol by itself but absorb it from feeds (Hinsch, 1980), the ecdysone synthesis pathway in crabs begins with cholesterol and generates 7-dehydrocholesterol (7DC) catalyzed by neverland (*nvd*) gene (Yoshiyama et al., 2006). Then 7DC turns into 5β-diketol (3D2, 22, 25, dE) under the function of *spook* (related to CYP307A1), *spookie*r (related to CYP307A2), and *spookiest* (related to CYP307B1) genes (Thummel and Chory, 2002; Zhou and Zhu, 2016). The *5*β*-diketol* is then used to synthesize ecdysone catalyzed by CYP306A1, CYP302A1, and CYP3115A1, which are coded by *phantom*, *gisembodied*, and *shadow* genes (Böcking et al., 1993). Finally, the activated 20-hydroxyecdysone is produced (Petryk et al., 2003; Rewitz et al., 2006) from ecdysone catalyzed by CYP314A1. *neverland* (*nvd*), *spook* (*spo*), *spookier* (*spok*), *spookiest* (*spokest*), *phantom* (*phm*), *disembodied* (*dib*), *shadow* (*sad*), and *shade* were a series of genes named by Nüsslein and his colleagues for investigating the mutation trait of *Drosophila*. They were called “Halloween Family Gene” and play significant role in the synthesis of ecdysone (Nusslein-Volhard, 1980). In crustaceans, Xie et al. (2016) successfully cloned the *disembodied* (*dib*), *spook* (*spo*), and *shadow* (*sad*) genes from *Portunus trituberculatus* (Liu et al., 2015), and Chang and O’Connor (1977) found that the expression level of these genes in Y-organ was significantly higher than that of other tissues, which was consistent with the conclusion that the Y-organ is the primary secretory organ of crustacean synthetic ecdysone.

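The network table lists 14 unigenes for the 8 ecdysteroid reactions that were looked up. For the *neverland* reactions (R11007, R11008), it lists Unigene39444_A0A (509 bp) and Unigene467_A0A (450 bp), with RPKM values of 185 and 104 in C0. The *spook* and *spookier* reaction (R08132) has only Unigene19254_A0A (3551 bp), with 277318 reads and an RPKM of 18807 in C0. This unigene held 6.68% of all unigene reads (95% interval 6.65 to 6.70%), more than any other annotated unigene of the library. The *disembodied* reactions (R08134, R08138) have 4 unigenes with 467 reads together. The longest of them, Unigene1867_A0A (975 bp), is annotated as *dib*, putative ecdysteroid 22-hydroxylase, and held 0.00778% of the reads (95% interval 0.00698 to 0.00867%). The other 3 are Unigene797_A0A, Unigene6855_A0A (annotated as CYP302A1) and Unigene1609_A0A, a second *dib* fragment of 256 bp with 2 reads. The *shadow* reactions (R08135, R08139) have 3 unigenes with 2455 reads together. Unigene45919_A0A and Unigene47941_A0A (annotated as CYP315A1) had similar shares, 0.0219% and 0.0218%, and Unigene45215_A0A had 0.0154%. The 4 unigenes of R08143, a further hydroxylation of 20-hydroxyecdysone that the paper does not name, had 41 reads together. No unigene is listed for R08136, the *phantom* reaction. R08133, which the paper names, has 0 entries in the copy of the network table used here.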

In the GSMN of *E. sinensis* Y-organ, we found six genes (enzymes) (encoded by *nvd*, *spo*, *spok*, *dib*, *sad*, and *phm*) and their related reactions in the ecdysis pathway (Figure 5). The related reactions of *nvd*, *spo*, *spok*, *dib*, and *sad* were collected in the preliminary reconstruction of the network, while the *phm*-related reaction R08136 was added to the network during the gap filling process. However, we did not find the related reactions about CYP314A1. This enzyme maybe lost in the high-throughput sequencing process and needs to be further studied.

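Among the 47966 unigenes with reads, 13314 carry an nr annotation. In these annotations 30 unigenes are named as cytochrome P450 or CYP. A gene of the Halloween family is named for 4 unigenes, namely Unigene1867_A0A and Unigene1609_A0A (*dib*), Unigene6855_A0A (CYP302A1) and Unigene47941_A0A (CYP315A1). Annotations with *shade* or CYP314A1 numbered 0, and annotations with *phantom* or CYP306A1 also numbered 0. The count covers only the annotated unigenes. The paper proposes that CYP314A1 was missed in the sequencing.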

**FIGURE 5:**
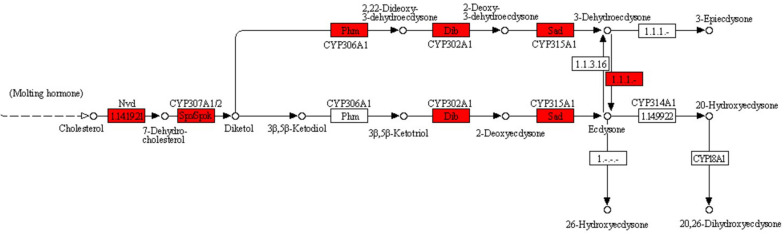
Pathway for synthesizing ecdysone from cholesterol. Red-labeled enzymes (encoded by *nvd*, *spo*, *spok*, *dib*, and *sad*) are found in Y-organ genome-scale metabolic network (GSMN), while the *phm*-related reaction R08136 was added to the network during the gap filling process.

##### Module analysis

In the network decomposition, the largest WCC was decomposed into 27 modules, of which seven modules (modules 1, 3, 7, 8, 10, 11, and 21) contained only one metabolic subsystem, and most of the modules (15/27) contained less than three metabolic subsystems (Supplementary File S3). It indicates that the relative independence of each module and each module represents a certain biological function. There are 83 reactions in module 27, including 7 subsystems, which contains the most subsystems. It is speculated that the completion of the specific physiological function of this module required cooperation of multimetabolic pathways. Many reactions in the carbohydrate pathways were included in module 27. Since the intermediate products of central carbon metabolism are important precursors of many metabolic pathways, it is reasonable that module 27 contains multiple subsystem metabolic pathways. The connections between modules indicate the material exchanges and cooperation between different modules to accomplish their functions (Figure 6). The connections between modules with more subsystems were generally stronger.

**FIGURE 6:**
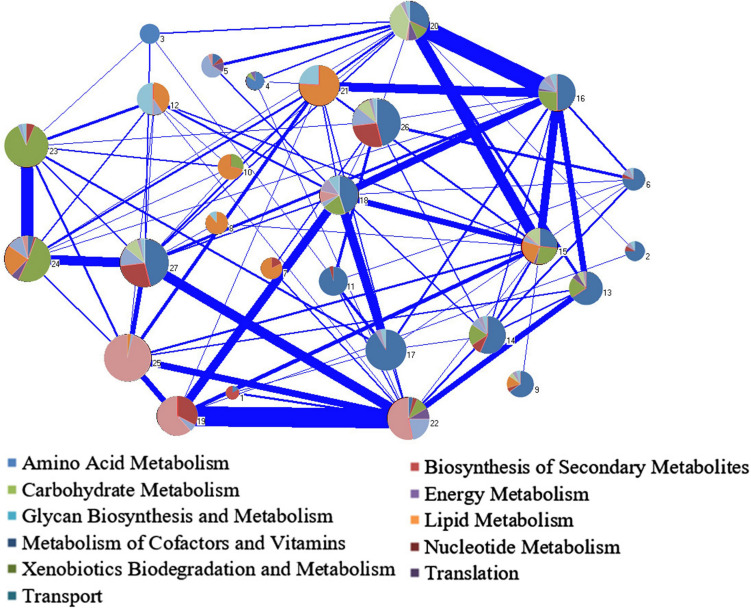
Module decomposition of the biggest weakly connected component (WCC) in Y-organ genome-scale metabolic network (GSMN). Each pie chart represents a single module and contains several different subsystems. The area of a color shows the percentage of the subsystem it represents in the pie chart. The width of the line between the modules represents the strength of connection.

##### Centrality analysis

The reaction with larger centrality indicates that it is more closely linked to other reactions and has greater importance in the metabolic system (Wagner and Fell, 2000). Degree is one of the features to reflect the centrality of the nodes. In the biggest WCC, R00899 (Cys-Gly + H_2_O <=> L-cysteine + glycine) is the reaction with the largest degree, which belongs to amino acid metabolism subsystem in module 20. 

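For R00899 the network table lists 13 unigenes, of which 6 had reads in C0. These reads numbered 372 in C0 and 431 in C1 together, and none of the unigenes was a DEU. Unigene8763_A0A had most of them, with 281 reads in C0 (RPKM 49.7) and 327 in C1, a log2 ratio of 0.37 (95% interval 0.14 to 0.60, adjusted p = 0.0212, exact binomial test between the 2 libraries). The degree of the reaction in the network was not analysed here.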

Cys-Gly is the hydrolyzed product of glutathione (GSH), which is a tripeptide substance composed of glutamate, cysteine, and glycine. GSH has antioxidant effects and plays an important role in scavenging free radicals (Kortenkamp and O’Brien, 1994), biological detoxification enhancing antioxidant enzyme activity, regulating immune system, and enhancing anti-stress ability in aquatic animals (Xu et al., 2012). L-Cysteine is an important metabolic intermediate of many amino acids. In addition, it can be degraded into another import intermediate product in the carbohydrate metabolism, pyruvate, which mediates the mutual conversion of carbohydrate, fats, and amino acids in cells through acetyl-CoA and TCA cycles (Covi et al., 2009; Yizhou Qi et al., 2010). Therefore, R00899 locates in the center of the network and plays an essential role in the whole metabolisms.

### Module Analysis of Differentially Expressed Unigenes

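The exact binomial test gave 1931 DEUs among the 47966 unigenes tested. Of these, 1885 are also among the 1918 unigenes that pass the same thresholds in the authors' deposited table. The number rests on counting error alone. With an assumed biological coefficient of variation of 0.1 between pools, edgeR's exact test gave 1238 DEUs. A coefficient of 0.2 left 295 and one of 0.4 left 8, the largest change under any alternative. The fewest reads in both libraries together with which a unigene became a DEU were 16, and 23362 unigenes (48.7%) had fewer. In 27 DEUs 1 of the libraries had 0 reads. Among the DEUs with at least 100 reads in 1 library, the highest log2 ratios belonged to Unigene16322_A0A (2 reads in C0 and 202 in C1, 95% interval of the log2 ratio 4.93 to 8.68), CL1313.Contig1_A0A (3 and 114 reads, 3.82 to 6.97), Unigene19140_A0A (log2 ratio 4.74), CL579.Contig1_A0A (4.48) and Unigene9196_A0A (4.14, annotated as putative elastin a). The lowest belonged to Unigene44719_A0A (1603 reads in C0 and 7 in C1, log2 ratio -7.59), Unigene49314_A0A (468 and 2 reads, 95% interval -9.59 to -5.85), Unigene50703_A0A (174 and 1 reads, -9.80 to -4.79), Unigene49087_A0A (464 and 4 reads, -6.54) and Unigene9634_A0A (249 and 2 reads, -8.69 to -4.94). None of the last 5 has an nr annotation. Of the 5 most abundant unigenes of C1, only Unigene19479_A0A was a DEU, with 62440 reads in C0, 121971 in C1 and a log2 ratio of 1.11, and it was no longer one with TMM factors (0.94).

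**Figure D1:**
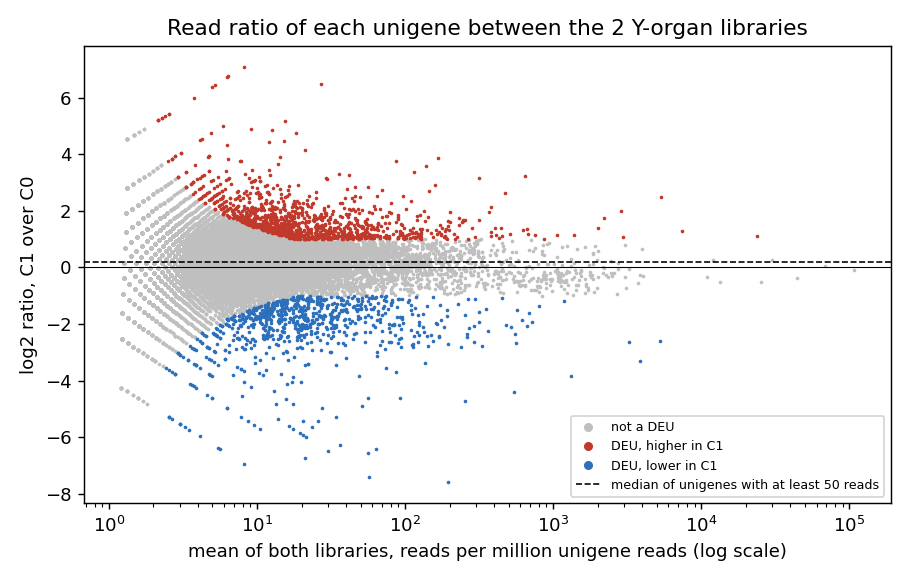
Log2 ratio (C1/C0) of each of the 30436 unigenes with at least 10 reads in both libraries together, plotted against its mean abundance in reads relative to the library size on a log axis, with DEUs higher in C1 in red, DEUs lower in C1 in blue and all other unigenes in grey. The dashed line is the median log2 ratio of 0.20 over the unigenes with at least 50 reads.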

We obtained a total of 1,918 DEUs between groups C0 (control group) and C1 (eyestalk ablation group), according to the selection criterions described in the *Methods* section (Supplementary File S5). Among these DEUs, 474 unigenes were found in the reconstructed GSMN, and 405 were included in the largest WCC (Table 6). 

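Of the DEUs from the exact binomial test, 1115 (57.7%) were higher in C1 and 816 were lower. The direction of this split depended on the library size. With edgeR's TMM factors 730 DEUs (40.9%) were higher and 1053 lower. Scaling by the median ratio gave 686 higher (38.3%) and 1105 lower, and scaling by the clean reads gave 932 higher (50.7%) and 906 lower. The TMM calls share 1546 unigenes with the main ones. An nr annotation was present for 287 of the higher DEUs (25.7%) and for 397 of the lower DEUs (48.7%). The best hit was a ciliate protein for 110 of the lower DEUs and for 0 of the higher ones. Without the unigenes with a ciliate best hit, an alternative chosen after the values were seen, 1093 DEUs were higher and 714 lower. The overlap of the DEUs with the network was not analysed here.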

The reactions catalyzed by the enzymes encoded by the DEUs were considered as differential reactions.

**TABLE 6:** Results of differential genes expression experiment.

	Number of unigenes		
DEUs	**1,918**	Up	898
		Down	530
DEUs in GSMN	**474**	Up	191
		Down	283
DEUs in the biggest WCC	**405**	Up	144
		Down	261

*DEU, differentially expressed unigene; GSMN, genome-scale metabolic network; WCC, weakly connected component.*

We extracted the modules with the most differential reactions in each subsystem, and their related metabolic pathways were analyzed. 

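Lists of unigenes were made from words in the nr annotations, and the median log2 ratio of each list was set among the medians of 10000 random lists of the same size and abundance. The resulting percentile describes these 2 libraries and is no p-value. The terms were written after the annotations had been examined, and those for inositol phosphate and purine metabolism were corrected once after the values were seen. Members with at least 10 reads in both libraries together were used. For valine, leucine and isoleucine degradation, 9 unigenes had a median log2 ratio of 0.90 (percentile 99.1), and all 9 had a positive ratio. With TMM factors the median was 0.73. The single DEU among them was Unigene26354_A0A (mitochondrial enoyl-CoA hydratase, 178 reads in C0 and 493 in C1, log2 ratio 1.61). With members of at least 50 reads, the alternative that moved the lists most, the percentile was 94.9. For inositol phosphate metabolism, 47 unigenes had a median of -0.38 (percentile 0.040), with 33 lower and 14 higher in C1. The terms before correction gave 58 unigenes with a median of -0.18 (percentile 1.28). The 2 DEUs moved apart. Unigene36221_A0A (inositol oxygenase) had a log2 ratio of -1.67, and Unigene2685_A0A (pap-inositol-1,4-phosphatase) had 1.68. For glycerophospholipid metabolism, 23 unigenes had a median of 0.02 (percentile 27.2) and none was a DEU. That median was -0.15 with TMM factors.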

The differential reactions of the amino acid metabolism, carbohydrate metabolism, and lipid metabolism were mainly in modules 14 and 27, including valine, leucine, and isoleucine degradation; inositol phosphate metabolism; and glycerophospholipid metabolism. 

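For purine metabolism, 55 unigenes had a median log2 ratio of -0.43, lower than in all 10000 random lists. The terms before correction gave 57 unigenes with a median of -0.38, again below all random lists. The percentile rose to 12.7 when only members with at least 50 reads were used. This alternative also leaves fewer members, so it cannot tell which members set the position of the list. The reads of the 55 unigenes together rose from 4966 in C0 to 5915 in C1. This rise came from Unigene21044_A0A alone (2397 and 4386 reads), and the reads of the other members together fell. Of the 7 DEUs, 5 were lower in C1. They were Unigene49749_A0A (phosphoribosylamidoimidazole-succinocarboxamide synthase, log2 ratio -1.74), Unigene7978_A0A (AMP deaminase 2, -1.19), Unigene49556_A0A and Unigene50486_A0A (both cytosolic purine 5'-nucleotidase, -2.39 and -2.19) and Unigene15258_A0A (receptor guanylyl cyclase, -2.79, 34 reads in C0 and 4 in C1). The 2 that were higher were Unigene21044_A0A (nucleoside diphosphate kinase), with 2397 reads in C0 and 4386 in C1 (log2 ratio 1.02), and Unigene16892_A0A (bisphosphate nucleotidase, 2.03). The shift of -0.07 with the clean reads, or of -0.17 with TMM factors, takes Unigene21044_A0A under the log2 threshold.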

Module 22 contains most of the differential reactions in nucleic acid metabolism and all the differential reactions in purine metabolism. 

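For porphyrin and chlorophyll metabolism, 6 unigenes had a median log2 ratio of 0.57 (percentile 84.8 among the matched random lists), and none was a DEU. Sulfur metabolism had 3 unigenes with a median of 0.97 (percentile 95.1). The DEU among them was the bisphosphate nucleotidase Unigene16892_A0A, with 17 reads in C0 and 64 in C1. Their median is the value of Unigene12289_A0A, annotated as a MOCS3-like adenylyltransferase and sulfurtransferase. The porphyrin list includes Unigene53180_A0A, annotated as a galactosylgalactosylxylosylprotein glucuronosyltransferase (0.86). Both were selected by words, and whether they belong to these pathways was not checked. For aminoacyl tRNA synthesis, 52 unigenes had a median of -0.07 (percentile 2.22). The run with TMM factors gave percentile 3.17. TMM factors lower the list and the random lists by the same amount, so this change is no effect of scaling. The position of the list, near the limit of 2.5, is therefore not firm. Removal of 2 unigenes with a ciliate best hit, chosen after the values were seen, gave percentile 5.41. The 2 DEUs of this list were Unigene56448_A0A (methionyl-tRNA synthetase, log2 ratio 1.21) and Unigene31856_A0A (tryptophanyl-tRNA synthetase, -1.54), and the second has a ciliate best hit. Of the 7 lists for metabolic pathways, 4 had a median outside the central 95% of the random lists.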

The differential reactions of cofactor and vitamin metabolism, energy metabolism, and translate subsystem were mainly in modules 3 (porphyrin and chlorophyll metabolism), 22 (sulfur metabolism), and 18 (aminoacyl tRNA synthesis). These modules and pathways show the most responsive metabolic processes in Y-organ influenced by the eyestalk ablation.

There are also DEUs in the ecdysis pathway, including R11007 (cholesterol <=> 7-dehydrocholesterol, Unigene39444_A0A, down-regulation); R08132 (7-dehydrocholesterol <=> diketol, Unigene19254_A0A, up-regulation), R08133, R08134 (diketol <=> 3beta, 5beta-Ketotriol <=> 2-deoxyecdysone, Unigene1867_A0A, up-regulation), and R08135 (2-deoxyecdysone <=> ecdysone, Unigene45919_A0A, up-regulation). 

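Unigene39444_A0A (R11007) had 391 reads in C0 and 281 in C1, a log2 ratio of -0.33 (95% interval -0.55 to -0.11, adjusted p = 0.0354, exact binomial test between the 2 libraries). Unigene19254_A0A (R08132) had 259118 reads in C1 and a log2 ratio of 0.05 (95% interval 0.04 to 0.06). Its interval is narrow because of its depth and leaves out the uncertainty of the library size. Unigene1867_A0A (R08134) had 323 reads in C0 and 654 in C1, a log2 ratio of 1.16 (95% interval 0.97 to 1.36, adjusted p = 1.82e-32, same test). Unigene45919_A0A (R08135) had 909 reads in C0 and 1329 in C1, a log2 ratio of 0.69 (95% interval 0.57 to 0.82, adjusted p = 1.53e-27, same test). Of these 4 unigenes, only Unigene1867_A0A passed both thresholds for a DEU. The log2 ratios of the other 3 lie between -1 and 1 under every alternative tried that keeps them (Unigene19254_A0A is removed with the most abundant unigenes). Among the 14 unigenes of the 8 reactions, Unigene467_A0A (R11007) was the other DEU, with 195 reads in C0, 74 in C1 and a log2 ratio of -1.25. An unadjusted p under 0.05 was reached by 9 of the 14, and 9 had a positive log2 ratio. In the authors' deposited table the log2 ratios are -0.33 for Unigene39444_A0A, 0.05 for Unigene19254_A0A, 1.16 for Unigene1867_A0A and 0.69 for Unigene45919_A0A.

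**Figure D2:**
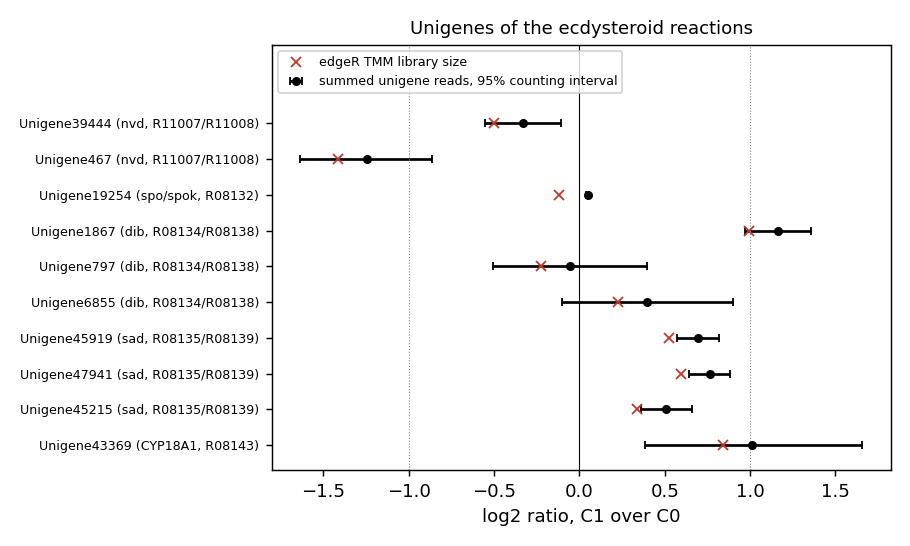
Log2 ratio (C1/C0) of 10 unigenes of the ecdysteroid reactions (black points, with 95% Wilson intervals) and the same ratio with edgeR's TMM factors (red crosses), by reaction, with dotted lines at the threshold of 1 in either direction. The 4 unigenes with fewer than 10 reads in both libraries together are left out, and the ratios run from -1.25 for Unigene467_A0A to 1.16 for Unigene1867_A0A.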

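Summed over the unigenes of each step, the reads of the *neverland* reactions fell from 586 in C0 to 355 in C1 (log2 ratio -0.58). Those of the *disembodied* reactions rose from 467 to 801 (0.92), and those of the *shadow* reactions rose from 2455 to 3540 (0.67). For the *spook* and *spookier* step, which has 1 unigene, the C1 share of the reads was 6.91%. The sums of R08143 rose from 41 to 56 reads (0.59), where Unigene41799_A0A (3 reads in C0) and Unigene56756_A0A (7 reads in C0) had no read in C1. Within the *disembodied* step, Unigene797_A0A stayed level (84 reads in C0 and 73 in C1, log2 ratio -0.05) and Unigene6855_A0A had 58 and 69 reads (0.40), a difference within counting error (95% interval -0.10 to 0.90). Within the *shadow* step, Unigene47941_A0A had a log2 ratio of 0.76 and Unigene45215_A0A of 0.51.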

The expression of genes corresponding to ecdysone production from 7-dehydrocholesterol was all up-regulated, indicating that eyestalk ablation accelerated the synthesis of ecdysone and the process of ecdysis. This phenomenon was reported by Zeleny firstly (Zeleny, 1905), and many researches got similar results in crustaceans, such as *Penaeus chinensis* (Chu and Chow, 1992), *Macrobrachium nipponense* (Zhang et al., 1999), *Procambarus clarkia* (Yin, 2007), *Sinopotamon henanense* (Pei et al., 2014), and *E. sinensis* (Cui et al., 2004). After eyestalk ablation, the secretion of ecdysone increases in a short period, which accelerates the ecdysis, finally, promoting the growth of crab. In addition, the expression level of *spook* gene and *disembodied* gene had a good cooperative relationship, which are all up-regulated in C1 group, suggesting that *spook* gene, as an early synthetase of ecdysone, has a close relationship with the downstream synthetase and ecdysone synthesis, which is consistent with the work of Wang Chun-Jian et al. (2013).

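The direction of the *spook* unigene depended on the library size. The log2 ratio of Unigene19254_A0A was -0.02 with the clean reads as library size, -0.12 with edgeR's TMM factors and -0.15 with scaling by the median ratio. Each of these scalings lowers every ratio. The 175 unigenes with at least 5000 reads in both libraries together, to which this unigene belongs, had a median log2 ratio of -0.27 with the summed reads as library sizes, below the 0.05 of Unigene19254_A0A. For the *dib* unigene, Unigene1867_A0A, the ratio stayed above 0 under every scaling. It was 1.09 with the clean reads, 0.99 with TMM factors and 0.96 with the median ratio, and with the last 2 the unigene was no longer a DEU. With an assumed coefficient of variation of 0.2 between pools, edgeR's exact test gave it an adjusted p of 0.178 (1 library in each group, Benjamini-Hochberg over 47966 unigenes), the smallest of the 4 unigenes that the paper names. Among the 14 unigenes the count of DEUs was 2 with the main settings, 1 with TMM factors and 0 with this coefficient. From the higher expression of the genes that lead from 7-dehydrocholesterol to ecdysone, the paper concludes that eyestalk ablation accelerated ecdysone synthesis and ecdysis. From the joint up-regulation of *spook* and *disembodied* it proposes a close relationship between the early and the downstream enzymes.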

### Comparison of Y-organ With Eyestalk and Hepatopancreas Genome-Scale Metabolic Networks

#### Comparison of Model Features

We compared the Y-organ GSMN with the eyestalk and hepatopancreas GSMNs reconstructed in our previous study (Wang B. et al., 2016; Hao et al., 2018). The numbers of unigenes in Y-organ eyestalk and hepatopancreas transcriptome are 44,834, 48,835, and 41,147. The numbers of unigenes and reactions in Y-organ are similar with those in hepatopancreas, but much more than those in eyestalk. Most of the pathways in the three networks are common, but each organ has its specific pathway(s). The biosynthesis pathway of tropane, piperidine, ecdysone, and pyridine alkaloids is unique in the Y-organ network. The D-glutamine and glutamic acid metabolisms exist only in the eyestalk network. The basic features of the three networks are shown in Table 7.

**TABLE 7:** Basic features of the eyestalk and Y-organ GSMN.

Items	Y-organ	Eyestalk	Hepatopancreas
Genes	1,885	1,381	1,882
Reactions	1,645	1,304	1,471
Metabolic reactions	1,463	1,250	1,417
Transport reactions	91	27	27
Exchange reactions	91	27	27
Metabolites	1,524	1,243	1,400
Intracellular metabolites	1,421	1,214	1,371
Extracellular metabolites	103	29	29
Pathways	100	100	101
Subsystems	11	11	11

*GSMN, genome-scale metabolic network.*

The topological features of the three GSMNs were further compared (Table 8). The scale of Y-organ and hepatopancreas GSMNs is similar but larger than that of eyestalk after removing the currency metabolites and exchange reactions. The largest WCC of Y-organ contains more reactions than that of eyestalk and hepatopancreas (1,071 vs. 797 and 991). The diameter of eyestalk network is smaller than that of Y-organ and hepatopancreas (21 vs. 29 and 32). The three networks have a typical bow-tie structure. In the GSC of the bow-tie structure, the Y-organ, eyestalk, and hepatopancreas networks include 492, 394, and 476 reactions, taking 45.94, 49.4, and 48% of the total reactions, respectively. The density, average degree, and clustering coefficients of the three organs are similar. It is reasonable considering that they come from the same species.

**TABLE 8:** Topological features of Y-organ, eyestalk, and hepatopancreas GSMNs.

Parameter		Y-organ	Eyestalk	Hepatopancreas
Nodes		1,420	1,128	1,342
Arcs		2,528	1,970	2,314
Edges		849	769	1,012
Density		0.00219	0.002757	0.002409
Average degree		4.7563	4.856383	4.956781
Average path Length		10.158	8.9510	9.8294
Diameter		29	21	32
Cluster coefficient		0.317	0.33922	0.33922
Biggest WCC	Nodes	1,071	797	991
	Arcs	2,248	1,702	2,030
	Edges	793	717	937
Bow-tie of biggest WCC	GSC	492	394	476
	S	201	75	178
	P	225	253	156
	IS	153	75	181

*GSMN, genome-scale metabolic network; WCC, weakly connected component.*

#### The Common Metabolisms of Y-organ, Eyestalk, and Hepatopancreas Genome-Scale Metabolic Networks

The metabolic reactions of Y-organ, eyestalk, and hepatopancreas GSMNs were compared, and 1,182 common reactions were found (Figure 7). There are 203, 22, and 18 specific reactions in the Y-organ, eyestalk, and hepatopancreas networks, respectively.

**FIGURE 7:**
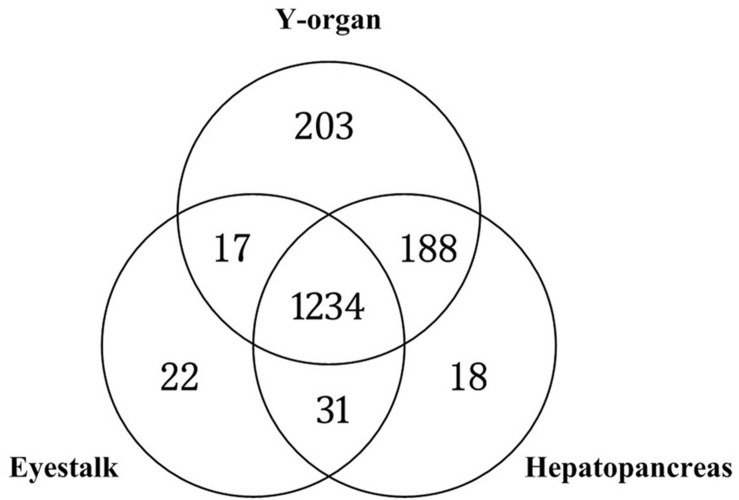
Comparison of Y-organ, eyestalk, and hepatopancreas genome-scale metabolic networks (GSMNs).

The common metabolic reactions in the three networks are distributed in 11 subsystems. The subsystems that contain the most reactions are amino acid, lipid, carbohydrate, and nucleic acid metabolisms. This result is consistent with the subsystems that have the most reactions in the largest WCC of Y-organ GSMN. The pathways contain more than 30 reactions that belong to nucleic acid metabolism, amino acid metabolism, lipid metabolism, xenobiotics biodegradation, and metabolism subsystems. These common reactions in the three networks are mainly associated with the basic metabolic processes in cells.

#### Unique Metabolisms in Each Genome-Scale Metabolic Network

##### The unique metabolisms in *Eriocheir sinensis* Y-organ genome-scale metabolic network

There are 36 specific metabolic reactions in the Y-organ network after excluding exchange and transport reactions, which are distributed in 16 pathways. The pathway that contains the most unique reactions is the glycerol phospholipid metabolism, which contains seven unique reactions. These reactions include the lecithin synthesis reaction from diglyceride and phosphatidylserine synthesis reaction from lecithin catalyzed by phosphatidylserine synthase 1.

In the tryptophan metabolism pathway in the Y-organ network, the important neurotransmitter, serotonin, was found to be synthesized from 5-hydroxytryptophan catalyzed by aromatic L-amino acid decarboxylase DDC (EC: 4.1.1.28) (R02701). 

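The copy of the network table used here lists no unigene for R02701 and gives the reaction a confidence score of 2. Annotations that name an aromatic L-amino acid decarboxylase or dopa decarboxylase numbered 0 among the unigenes with reads. The more general name pyridoxal-dependent decarboxylase is given to 3 unigenes, which had 22 reads in C0 and 19 in C1 together. Unigenes without an nr annotation were not searched by sequence.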

In phenylalanine metabolism pathway, the main specific reactions of Y-organ are the decomposition of L-phenylalanine to phenylethylamine (R00699) and the formation of 2-hydroxyphenylacetic acid from phenylpyruvate (R01372). In the alanine, aspartic acid, and glutamate metabolism pathways, the specific reactions are mainly concentrated in the pathway related to aspartic acid synthesis and metabolism (R00485, R00578).

The related reactions of lecithin synthesis and metabolism (R05794, R07377) were found specific in Y-organ. Lecithin (phosphatidylcholine) is the main lipid of cell membrane (Kenari et al., 2011), which plays a role in lipoproteins, synthesis, and secretion (Coutteau et al., 2000). Wang J. T. et al. (2016) found that *P. trituberculatus* can significantly promote the growth and molting of animals by supplementing 20 g/kg of lecithin every day for 50 consecutive days.

5-Hydroxytryptamine (5-HT) is widely distributed in the central and peripheral nerve tissues of crustaceans. As a neurotransmitter, neuromodulator, or hormone, it plays an important role in regulating the behavior, reproduction, molting, digestion, absorption, and metabolism of animals (Fingerman et al., 1994; Sloley and Juorio, 1995). Sun et al. (2006) studied the effect of 5-HT on the excitability and secretory activity of neuroendocrine cells in the eyestalk of crab by using the whole cell patch-clamp technique. It was found that 5-HT can regulate the blood glucose level and molting activity of hemolymph of crab through the eyestalk neuroendocrine system. The reaction of synthesizing 5-HT from 5-hydroxytryptophan catalyzed by aromatic L-amino acid decarboxylase DDC (EC: 4.1.1.28) was found in Y-organ as a specific reaction, which indicates that the Y-organ of *E. sinensis* has the ability to synthesize 5-HT.

The Y-organ GSMN also contains the metabolic pathway of cytochrome P450 (R00711, R00712). 

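For R00711 the network table lists 3 unigenes, of which 2 had reads in C0. Together they had 149 reads in C0 and 355 in C1. Most of these reads fell on Unigene25877_A0A, a unigene of 1067 bp annotated as a hypothetical protein. It had 127 reads in C0 (RPKM 28.7) and 300 in C1 (RPKM 75.0). Its log2 ratio was 1.38 (95% interval 1.09 to 1.69, adjusted p = 1.40e-19, exact binomial test between the 2 libraries), and 1.21 with TMM factors. The unigene was a DEU in both settings, but not with an assumed coefficient of variation of 0.2.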

Cytochrome P450 enzyme system (CYP) is a kind of metabolic enzyme system widely existing in various organisms (Feyereisen, 1999), which is involved in the transformation and metabolism of ecdysone, fatty acid, and juvenile hormone (Simpson, 1997) and plays an important role in the synthesis and degradation of 20 hydroxyecdysterone (Gilbert and Rewitz, 2009). Xia et al. (2012) compared the relationship between CYP4V18 gene expression and 20-hydroxyecdysterone titer in the blood of *Litopenaeus vannamei*. The results showed that CYP4V18 down-regulation could lead to the increase of ecdysterone concentration, which is helpful to the ecdysis process in crustaceans.

In addition, the important reaction (R08132) synthesizing diketol from 7-dehydrocholesterol (7DC) catalyzed by *spook* (CYP307A1) and *spookier* (CYP307A2) is also found as a specific reaction in Y-organ.

##### The unique metabolisms in *Eriocheir sinensis* eyestalk genome-scale metabolic network

There are 22 specific reactions in eyestalk GSMN distributed in 11 different pathways. The glycine, serine, and threonine metabolisms contain more than five unique reactions, which are all reactions producing betaine aldehyde from choline (choline < = > betaine aldehyde). These five reactions are catalyzed by four different enzymes including choline monooxygenase (EC:1.14.15.7), choline oxidase (EC:1.1.3.17), choline dehydrogenase (EC:1.1.99.1), and alcohol dehydrogenase (EC:1.1.1.1). The produced betaine aldehyde can be further oxidized to betaine, which is an effective osmoregulation substance, helping to reduce the osmolality caused by the change of salt concentration and improve the survival rate of fish in the process of migration from fresh water to sea water. Virtanen et al. (1994) found that by adding betaine to rainbow trout, the content of sodium and magnesium ions in plasma will be changed, so as to improve the adaptability to the environment. At the same time, betaine, as a methyl provider, can be used as bait attractant to improve feed intake. Peñaflorida and Virtanen (1996) found that by adding the mixture of amino acid and betaine, the growth rate of juvenile shrimp can be increased. Choline is a synthetic precursor of many phospholipids, such as lecithin, lysophosphatidylcholine, and sphingomyelin. These phospholipids are important components of cell membrane. In addition, they also exist in the cytoplasm. As the components of lipoproteins, choline is responsible for the transport of lipids between tissues and organs (Simon, 1999).

In the amino sugar and nucleic metabolism pathways, four unique metabolic reactions (R01805, R02087, R02705, and R04435) were found. These reactions generate sialic acid from *N*-acetyl-D-glucosamine 6-phosphoric acid (GlcNAc-6P). Sialic acid is a general term of derivatives of 9-carbomonosaccharide family (Schauer, 2004), which usually exists at the end of glycoconjugates on the cell surface and is an important part of lectin ligand recognition (Simon, 1999). Among the crustaceans, sialic acid lectin has been extracted from *Homarus americanus* (Hall and Rowlands, 1974), *Macrobrachium rosenbergii* (Vasta et al., 1983), *Cancer antennarius* (Ravindranath et al., 1985), *Scylla serrate* (Mercy and Ravindranath, 1993), and *Penaeus monodon* (Ratanapo, 1990). Denis et al. (2015) extracted sialic acid-specific lectin from blood lymphocytes of *Paratelphusa jacquemontii* using bovine submandibular gland mucus as an affinity chromatography ligand. In the GSMN of *E. sinensis* eyestalk, we found the synthetic reactions of sialic acid from *N*-acetyl-D-glucosamine-6-phosphate, which suggests that there are sialic acid synthesis pathway and corresponding functions in *E. sinensis*. This result provides a reference for the further research on the neuroendocrine regulation and development of the eyestalk.

##### The unique metabolisms in *Eriocheir sinensis* hepatopancreas genome-scale metabolic network

There are 18 metabolic reactions specific to hepatopancreas, which are distributed in 12 pathways. Among them, there are four reactions in the GSH metabolic pathway, all of which are related to *Trypanosoma* cysteine synthesis and metabolism. *Trypanosoma* cysteine is a dimer of two GSH molecules linked by spermidine. It was first found in *Leishmania*, *Trypanosoma*, and other Protozoa (Fairlamb and Cerami, 1992). GSH is a tripeptide composed of glutamic acid, cysteine, and glycine, which mainly exists in the hepatopancreas, muscle, and blood. It has an antioxidant effect and can regenerate other antioxidants, such as VC, VE, β-carotene, and Se cysteine. GSH, as a non-enzymatic antioxidant, plays a role in scavenging free radicals *in vivo*. In addition, it also has the function of biological detoxification and is the biological reductant of Cr^6+^ in cells (Kortenkamp and O’Brien, 1994). GSH can be added to the feed of fish and crustacean, which has a positive effect on the endocrine of aquatic animals. Adding GSH to the feed of tilapia and *L. vannamei* can improve the digestibility of the feed and the growth rate and survival rate. In addition, GSH plays an important role in improving the activity of antioxidant enzymes, regulating the immune system, and enhancing the anti-stress ability of aquatic animals (Xu et al., 2012).

## Conclusion

The GSMNs have been established for many organisms and applied to solve many metabolic issues. In this work, a GSMN of Y-organ in *Eriocheir sinensis* was reconstructed and validated according to the standard protocol. Module analysis and differential unigene analysis of the network revealed the main function of Y-organ. The comparison of the GSMNs of Y-organ, eyestalk, and hepatopancreas brings insight into the specific metabolic pathways in each organ. Due to the lack of experimental data, the validation of the *E. sinensis* GSMN cannot be as sufficient as many model organisms, but the establishment of the GSMN still provides an important platform for the study of the metabolic process of *E. sinensis* and even aquatic crustaceans, which is an important step in the process from *in vivo* to *in silico* experiment in aquatic crustacean research. With the help of the GSMN, the *in vivo* experiment will develop more rapidly, which will further promote the development of the aquatic crustaceans GSMNs and improve the quality of the networks.

## Data Availability Statement

The datasets generated for this study can be found in the SRA database: SRX8639987, SRX8639988; GEO database: GSE153552.

## Ethics Statement

The animal study was reviewed and approved by the Tianjin Normal University.

## Author Contributions

BW drafted the manuscript and performed the network reconstruction and analysis. JY and CG prepared the database and participated in the data analysis. JL performed the biomass composition analysis. TH and JS contributed to the guideline and revision of the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

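Y-organ RNA of *E. sinensis* was sequenced by the authors in 2 samples, C0 from untreated crabs and C1 from crabs 48 h after eyestalk ablation, with 30 crabs per group and 1 library per sample. The reads were filtered by the authors for adaptors, unknown bases and low quality, and the clean reads were mapped with SOAPaligner/soap2 to the unigenes of an earlier transcriptome assembly. The paper's text does not name the version of the aligner.

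The authors deposited the count of uniquely mapped reads of each unigene, without normalization. They also deposited the RPKM of each unigene, calculated by the authors from this count, the unigene length and the sum of the counts of the library. The deposited coverage is the percent of the unigene length that reads cover. In the authors' deposited table that compares the 2 libraries, an RPKM of 0 is written as 0.001, the log2 ratio is that of the 2 RPKM values, and each unigene has a p-value and a false discovery rate. The paper names the test behind the deposited p-value only as a statistical analysis of reads frequency. The deposited annotation gives the best hit in the nr protein database and GO terms. Every value column used was matched to a sample, and columns without a match numbered 0. Of the unigene identifiers, 0 were found in the gene table of a later genome assembly, so the unigenes have no genome coordinates here and are named as the authors deposited them.

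The counts were analysed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Library sizes were the summed unigene reads. The comparison of the 2 libraries was an exact two-sided binomial test with Benjamini-Hochberg adjustment over 47966 unigenes, with thresholds of 0.001 for the adjusted p and 1 for the absolute log2 ratio after adding 0.5 read to each library. The thresholds are those of the paper. A fit with replicates was not possible with 1 library per group, and no p-value across genes is given. Shares of reads have 95% Wilson intervals, the intervals of log2 ratios come from the Wilson interval of the C1 share of a unigene's reads, and a count of 0 is given a limit of 3 counts. For a unigene with at most 3 reads in 1 library, the reads and the interval of the log2 ratio are given in place of a fold change. Medians of the ciliate, glutathione S-transferase and heat shock 70 lists are given also with such unigenes set to 3 reads. In the other lists this moved the median log2 ratio by at most 0.0544 and changed the sign of 0 medians. Detection at lower depth was calculated by hypergeometric rarefaction. The DEU with the fewest reads had 16 in both libraries together, and 23362 unigenes had fewer. This is an observed minimum and no calculated limit.

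The unigenes of a reaction were looked up in the copy of the network supplement, which holds 1634 reactions and 1657 unigenes and was used for no overlap or set test. Lists of unigenes were selected by words in the nr annotation. The 7 pathway lists follow the pathways that the paper names. The 7 lists for muscle, hepatopancreas, hemocytes, epidermis and cuticle, ribosomes, the mitochondrial genome and heat shock proteins were written before the counts were seen. The terms of the pathway lists were written after the annotations were examined, and the terms for inositol phosphate metabolism, purine metabolism, heat shock 70 and DNA replication were corrected once after their values had been seen. The genera of the ciliate and other unicellular lists were widened once, by taxonomy, after values had been seen. Values are given for both versions. A list of unigenes with a plant, fungus or bacterium best hit, planned as the comparison for the ciliate list, had 0 members, and the list of other unicellular eukaryotes was used in its place after its values had been seen. The lists for ciliates, other unicellular eukaryotes, glutathione S-transferases, heat shock 70, DNA replication and core histones were chosen after the values were seen, so their percentiles describe lists picked for their change. A list's median log2 ratio over members with at least 10 reads was placed among 10000 random lists matched in 20 bins of abundance.

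The text names every unigene that the paper names, every unigene listed for the 8 ecdysteroid reactions, for other reactions the unigene with the most C0 reads and any DEU, the 5 most abundant unigenes of each library, and, among the DEUs with at least 100 reads in 1 library, the 5 with the highest and the 5 with the lowest log2 ratio. It also names the unigenes whose annotation names a Halloween gene. Members of the annotation lists and the unigenes in the closing observations were chosen after their values were seen.

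The alternatives for the number of DEUs were 14. They used the clean reads, the TMM factors of edgeR 4.0.16 (R 4.3.3) or the median ratio as scaling, Fisher's exact test, and edgeR's exact test with an assumed biological coefficient of variation of 0.1, 0.2 or 0.4. Others added 1 read, took the ratio of RPKM values, required 10 reads or an RPKM of 1, left out the 11 unigenes that are among the 10 most abundant of either library, or changed a threshold to a log2 ratio of 2 or an adjusted p of 0.05. For lists, the members were restricted to those with at least 50 reads, matched on length too, or scaled by TMM. Leaving out the unigenes with a ciliate best hit and a doubled Audic-Claverie tail as the test were 2 alternatives added after the data were seen.

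The tests were tested on simulated data in which 200 of 46128 unigenes were changed. The simulated counts had counting error alone, without spread between pools. Only abundant unigenes were changed, and by more than the log2 threshold. The exact binomial test found 200 of them with 0 wrong calls. This test assumes counting error alone, so its result tells nothing about wrong calls where pools differ, or about unigenes with few reads. On the same counts edgeR's exact test found 199, 122 and 0 with a coefficient of 0.1, 0.2 and 0.4. Of 200 random lists without a change, 6 fell outside the central 95% of the matched lists. Left out were the network's modules and the comparison with other organs, which need the whole network, and KO numbers, which were not analysed here.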

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

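The 3 lists in this part were picked because of their values, and their percentiles do not allow for that choice. Of the tests in this part, only those of ciliate unigenes with 10 to 49 reads and of hepatopancreas markers were chosen before their result was seen.

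A signal outside the genes that the paper discusses came from unigenes whose best hit in the nr database is a ciliate protein. Such a hit was annotated for 199 unigenes, over 16 ciliate species in 13 genera. The 164 of them with at least 10 reads had a median log2 ratio of -1.74 (percentile 0 among matched random lists, and -1.77 with the unigenes of at most 3 reads in 1 library set to their bound). Their reads together fell from 36131 in C0 to 11362 in C1. The members with the most C0 reads include Unigene19851_A0A (papain family cysteine protease), with 4001 reads in C0 and 996 in C1, and Unigene44691_A0A (tubulin beta), with 1967 and 426. All 127 members with at least 50 reads were lower in C1, under the library sizes used and under TMM factors, which lower every ratio further. Counting error does not account for the pattern, as 110 members were DEUs, all lower in C1. With an assumed coefficient of variation of 0.2, 21 of them remained. Relative to the median unigene the list stood at -1.94, and without the most abundant unigenes at -1.76. Random lists matched on abundance and length had their 2.5th percentile at 0.0779. The ciliate genera were widened once, by taxonomy, after values had been seen, and the list with the earlier genera had 153 members and a median of -1.76 (percentile 0). Whether these are crab genes matched by remote similarity stays open. The list planned as a comparison, unigenes with a plant, fungus or bacterium best hit, had 0 members. Unigenes with a best hit in another unicellular eukaryote took its place after their values had been seen. These 105 unigenes had a median of -0.25 (percentile 0) with quartiles of -0.98 and 0.32, against quartiles of -2.14 and -1.20 for the ciliate list, and in their earlier version 103 members had a median of -0.24. They went both ways, 65 lower and 40 higher, and all 13 DEUs among them were lower. Their reads together fell from 11409 to 5277, a log2 ratio of -0.97, against -1.52 for the ciliate list. Among the most abundant, Unigene8346_A0A (4465 and 965 reads) had a log2 ratio of -2.06 and Unigene10439_A0A (575 and 84 reads) one of -2.62. The fall in C1 was noticed on ciliate unigenes with at least 50 reads. The 37 with 10 to 49 reads had a median of -1.32, and 29 of them were lower. The values of 1 of these, Unigene23505_A0A (37 and 8 reads), had been seen earlier, and the other 36 had a median of -1.25, with 28 lower. The 11 ribosomal protein unigenes with a ciliate best hit had a median of -2.05, against -0.20 for the other 121, but 10 of the 11 have at least 50 reads and were already among the members seen to be lower, so they add no evidence. A candidate explanation is that the C0 pool carried more RNA of a ciliate living in or on the crabs. The fall of the 37 goes with it, but would also follow from another cause shared by the whole list. With 1 library per condition, an effect of eyestalk ablation and a chance difference between pools cannot be told apart.

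Glutathione S-transferase unigenes, which the paper does not discuss, were higher in C1. The 8 with at least 10 reads, of 9 annotated in crab or other animals, had a median log2 ratio of 2.42 (percentile 100 among matched random lists, and 2.51 with 1 unigene of 3 C0 reads set to its bound), and 6 of them were DEUs. The ratios ran from 1.18 to 3.23, and all 8 stay above 0 under each scaling tried. Unigene19265_A0A (glutathione S-transferase D1) rose from 517 to 4382 reads and Unigene8197_A0A (Mu 3) from 260 to 2126. A further unigene with this annotation has a ciliate best hit and was kept out of the list. It is Unigene26639_A0A, which fell by 2.32 on the log2 scale. After centring on the median unigene the list stood at 2.22. The summed reads of the family rose from 1416 to 8626, a log2 ratio of 2.75, which argues against reads that only moved between paralogs. Markers of the hepatopancreas lay at percentile 38.6, and the most abundant of them, Unigene19364_A0A (cathepsin L) and Unigene18865_A0A (trypsin-like serine protease), stayed level (log2 ratios -0.07 and 0.07), which argues against more hepatopancreas in the C1 pool. Hemocyte markers decide nothing. Their median lay at percentile 0.43, but the 4 most abundant rose (log2 ratios 2.47, 0.46, 0.64 and 0.51). The summed reads of the list had a log2 ratio of 1.31, mostly through Unigene20426_A0A (clotting protein precursor, 6745 reads in C0 and 33779 in C1). More hemocytes in the C1 pool therefore stay open. With an assumed coefficient of variation of 0.2, 4 of the members remained DEUs. A response to eyestalk ablation is a hypothesis that 1 library per condition cannot test. Loss of the eyestalk, the wound of the operation and a chance difference between pools cannot be told apart here as causes of the rise.

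Heat shock 70 unigenes, which the paper also does not discuss, were lower in C1. The 7 with at least 10 reads had a median log2 ratio of -5.28 (percentile 0), or -4.27 with the 3 unigenes of at most 3 reads in C1 set to their bound. This list was corrected after its values were seen, to include further spellings of the name and leave out a binding protein. Its first version, also with 7 members, had a median of -0.42 (percentile 5.32) and 3 DEUs. In the corrected list 4 unigenes were DEUs, at 879 reads together in C0 and 10 in C1, and all 4 remained so with an assumed coefficient of variation of 0.2. They are Unigene27677_A0A (520 and 5 reads), Unigene1112_A0A (160 and 2), Unigene687_A0A (135 and 2) and Unigene30567_A0A (64 and 1). The other 3, among them the most abundant member, Unigene20777_A0A, had 7493 reads in C0 and 6040 in C1 (log2 ratio -0.16). The reads of all 7 together had a log2 ratio of -0.32. This lies close to the median of -0.27 of the unigenes with at least 5000 reads, whose SD is 0.80, so reads that moved from the 4 to other members are not excluded. The wider heat shock list, set before the counts were seen, lay at percentile 3.34 with 7 DEUs, all lower in C1, among them Unigene20347_A0A (HSP90, 4772 and 1673 reads, log2 ratio -1.37) and Unigene24646_A0A (HSP40, 117 and 17 reads, -2.60). This position is just inside the central 95% of random lists, and outside it with members of at least 50 reads (1.29) or without ciliate best hits (1.04). The wider list contains heat shock 70 unigenes. Without them its 14 other members lay at percentile 28.5, with 6 lower in C1 and 3 of these DEUs, so the position rests on the heat shock 70 unigenes. A general fall of heat shock transcripts is not shown and stays open. Stress in the C0 pool could give such a difference, but with 1 library per condition this, an effect of eyestalk ablation and a chance difference between pools cannot be told apart.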

How the results depend on the processing

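No paired analysis was possible because each condition has 1 library, and for the same reason leaving out a replicate or splitting the samples was not possible. The alternatives were set before the data were examined, except for 2 that were added later (unigenes with a ciliate best hit left out, and a doubled Audic-Claverie tail).

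The number of DEUs, 1931, stayed between 1783 and 2036 under the other scalings, Fisher's exact test, added reads, RPKM ratios, read or RPKM filters, the removal of the most abundant unigenes and the 2 added alternatives. With an assumed coefficient of variation of 0.1 between pools it was 1238 (653 higher in C1 and 585 lower), with 0.2 it was 295 (101 higher, 194 lower), and with 0.4 it was 8 (1 higher, 7 lower). In the simulated data 0 of 200 changed unigenes were found at a coefficient of 0.4. A small number at this coefficient therefore does not show that few unigenes changed. A log2 threshold of 2 gave 678 DEUs (312 higher, 366 lower), and an adjusted p of at most 0.05 gave 3722 (2286 higher, 1436 lower), as the thresholds themselves set. The number of higher DEUs was 1115 with the summed reads (816 were lower), 730 with TMM factors and 686 with the median ratio, because these scalings lower every log2 ratio by a constant. The 2 added alternatives gave 1807 and 1973 DEUs.

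The ecdysteroid unigenes had 2 DEUs under the main settings, 1 with TMM factors or the median ratio, and 0 with a coefficient of 0.2 or 0.4 or a log2 threshold of 2. An adjusted p of at most 0.05 gave 3. Ratios close to 0 reversed their sign with the scaling. Unigene19254_A0A became -0.0233 with the clean reads, -0.120 with TMM factors and -0.150 with the median ratio. In the same order Unigene9169_A0A became -0.0174, -0.114 and -0.144, and Unigene9255_A0A became -0.0363, -0.133 and -0.163. With TMM factors and the median ratio, Unigene19005_A0A became -0.0688 and -0.0982, and Unigene14798_A0A became -0.0224 and -0.0518. Of all 829 comparisons of single unigenes with an alternative, 761 kept their direction and side of the threshold, 54 were weaker, 1 was stronger and 13 reversed.

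The unigenes detected numbered 44833 in C0 and 44503 in C1, and 21821 and 21697 with a minimum of 10 reads. The enzymes of other reactions had 4 DEUs and 3 with TMM factors. With the median ratio Unigene8597_A0A (0.84) and Unigene46201_A0A (0.98) fell under the log2 threshold, and none of the 4 stayed one with a coefficient of 0.2 or a log2 threshold of 2. Of the pathway lists, 4 lay outside the central 95% of random lists. With members of at least 50 reads 2 did, when fewer unigenes entered, and with TMM factors 3. The last number is no effect of scaling, which lowers a list and its random lists alike. It comes from the aminoacyl tRNA list, which lay near the limit of 2.5 (percentiles 2.22 and 3.17). The tissue and cell lists had 3 outside, and 4 with members of at least 50 reads. Of 54 comparisons of a list with an alternative, 48 were unchanged, 4 were weaker and 2 stronger. The weaker ones include the aminoacyl tRNA list with TMM factors. A minimum of 50 reads gave no value for the sulfur metabolism and hepatopancreas lists, which then had fewer than 3 members.

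Depth limits the calls, as 23362 unigenes (48.7%) have fewer reads than the 16 of the DEU with the fewest reads. Of the 2836 unigenes with an adjusted p of at most 0.001, 905 had a log2 ratio between -1 and 1, so for abundant unigenes the log2 threshold and the scaling decide.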

Differences from the paper's values

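The number of DEUs lower in C1 was 816 here, against the paper's 530 in Table 6. The 898 up and 530 down unigenes of Table 6 sum to 1428 and not to the 1918 stated there, so it is open which unigenes the 530 counts. Of the alternatives set before the data were examined, edgeR's exact test with an assumed coefficient of variation of 0.1 (585) and a log2 threshold of 2 (366) came within 1.5 times the paper's number. The others did not, with 816 for Fisher's exact test and for 1 read added, 819 for the RPKM ratio, 820 for an RPKM of at least 1, 836 without the most abundant unigenes, 852 for at least 10 reads, 906 for the clean reads, 1053 for TMM factors, 1105 for the median ratio, 1436 for an adjusted p of at most 0.05, 194 for a coefficient of 0.2 and 7 for a coefficient of 0.4. The total of 1931 lies beside the paper's 1918 and the number of higher DEUs, 1115, beside the paper's 898. The paper's Supplementary File 5 lists 1918 unigenes, of which it marks 1090 as up and 828 as down. These are the same 1918 unigenes, and the same split, as in the authors' deposited table.

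The paper names Unigene39444_A0A, Unigene19254_A0A, Unigene1867_A0A and Unigene45919_A0A as DEUs of the ecdysis pathway. Here only Unigene1867_A0A met both thresholds. The log2 ratios of the other 3 were -0.33, 0.05 and 0.69, and none of the 14 alternatives made a DEU of any of them, where the removal of the most abundant unigenes leaves out Unigene19254_A0A. In Supplementary File 5 Unigene1867_A0A is listed as up, and the other 3 are not listed. Unigene467_A0A, which the network table also gives for the *neverland* reactions, was a DEU here (log2 ratio -1.25), is listed as down in that file and is not named in the text of the paper. With an adjusted p of at most 0.05, Unigene43369_A0A of R08143 also became a DEU (log2 ratio 1.01).

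The paper states that the genes leading from 7-dehydrocholesterol to ecdysone were all up-regulated, *spook* among them. The log2 ratio of Unigene19254_A0A was 0.05 here and below 0 with the clean reads, with TMM factors and with the median ratio. It lies above the median of -0.27 of the 175 unigenes with at least 5000 reads. In the *disembodied* step Unigene797_A0A had a log2 ratio of -0.05.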

Other observations

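Of the tests in this part, the comparisons of the deposited p-value with 2 tests were chosen before their result was seen and all others after it. Unigenes named here were chosen after their values were seen.

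The paper's text does not name the test behind its DEUs. A doubled Audic-Claverie tail gave a p within 1% of the p-value in the authors' deposited table for 98.0% of 46034 unigenes with a deposited p above 1e-06, and the exact binomial test for 3.23%. The deposited p-value is therefore consistent with a doubled Audic-Claverie tail. All 904 unigenes that deviate were higher in C1. At a given number of C0 reads the p in the authors' deposited table stops falling, whatever the number of C1 reads. It ends at 0.000567 with 1 C0 read, at 0.000126 with 2 and at 8.50e-05 with 3. Unigene16322_A0A, with 2 reads in C0 and 202 in C1, has a false discovery rate of 0.00196 in the authors' deposited table and is not a DEU there. The 46 DEUs of the binomial test that are not DEUs in the authors' deposited table were all higher in C1, with 1 to 5 reads in C0. A candidate explanation is a fixed amount added to the p at each number of C0 reads. This amount was taken from the unigenes with a doubled tail under 1e-12 at 14 numbers of C0 reads and added to the doubled tail of 854 other deviating unigenes with these numbers of C0 reads, and the result was within 1% of the p in the authors' deposited table for 100% of them. Where the amount comes from was not tested.

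The deposited tables of the 2 libraries hold 44834 and 44504 lines with their header line, and 44833 and 44503 unigenes. The paper's numbers of matched unigenes equal the numbers of lines.

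The median log2 ratio changed with abundance. It was 0.15 over the 30436 unigenes with at least 10 reads in both libraries together, 0.20 with at least 50, 0.18 with at least 200, -0.06 with at least 1000 (658 unigenes) and -0.27 with at least 5000 (175 unigenes). No single library size therefore centres unigenes of every abundance.

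Muscle markers differed between the libraries. The 41 members of that list with at least 10 reads had a median log2 ratio of -0.42 (percentile 0), with 6 DEUs lower in C1 and 1 higher. Of the 15 with at least 200 reads, 12 were lower, among them Unigene8189_A0A (troponin C, 871 and 149 reads, -2.40) and Unigene19268_A0A (myosin light chain, 588 and 157 reads, -1.75). The list member with the most reads, Unigene19602_A0A (arginine kinase), rose by 0.53 on the log2 scale, but whether it is specific to muscle was not tested. The DEU higher in C1 was Unigene45546_A0A (slow-tonic myosin heavy chain, 90 and 175 reads, 1.10). Selection by words also took in Unigene19676_A0A and Unigene9051_A0A, annotated as non-muscle myosin heavy chains (0.38 and -0.28), which are no muscle markers. More muscle in the C0 pool therefore may contribute and stays open. C0 had reads for 73 of the 79 muscle unigenes. The lists hold only unigenes with reads in either library, and C0 had reads for 44833 of all 47966 such unigenes. The 73 therefore say nothing about muscle in the C0 pool.

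The other tissue and cell lists, which share 0 members with one another, gave these values. Their numbers with C0 reads have the same limit as for muscle and show no tissue. The 12 hepatopancreas markers had a median of 0.08 (C0 reads for 20 of 23 annotated unigenes). The 22 hemocyte markers had a median of -0.38 (26 of 26), with 2 DEUs in each direction. Their reads together rose from 23545 to 52755, mostly through Unigene20426_A0A (6745 and 33779 reads). The 10 epidermis and cuticle markers had a median of 0.28 (percentile 59.7, 19 of 20), with 2 DEUs higher in C1. The 132 ribosomal protein unigenes had a median of -0.26 (percentile 0, 162 of 167), with 19 DEUs lower and 1 higher, and 11 members have a ciliate best hit. Without these 11 the median was -0.20. The 21 heat shock unigenes had a median of -0.17 (25 of 27). The 10 unigenes of the mitochondrial genome had a median of 0.21 (percentile 59.1, 10 of 10) and no DEU.

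Within the mitochondrial genome the log2 ratios spread over 1.29. They ran from -0.50 for Unigene19241_A0A (cytochrome b) and -0.37 for Unigene20995_A0A (cytochrome c oxidase subunit I) to 0.79 for Unigene20449_A0A (NADH dehydrogenase subunit 4, 9327 and 14580 reads). The cause was not tested.

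Single abundant transcripts changed strongly. Unigene20688_A0A (glutamine synthetase) had 10222 reads in C0 and 652 in C1, a log2 ratio of -3.82, and the other 3 unigenes with this annotation fell from 108 to 43 reads together. Unigene20426_A0A (clotting protein precursor) rose from 6745 to 33779 reads (2.47). Unigene18824_A0A (carcinin-like protein) fell from 23351 to 3377 (-2.64). CL86.Contig1_A0A (glutathione peroxidase) rose from 544 to 3073 (2.64). Each keeps its direction and stays a DEU under every scaling tried and with an assumed coefficient of variation of 0.2, but none is a DEU with a coefficient of 0.4. The paper's text discusses none of these unigenes, but its Supplementary File 5 lists each as a DEU in the same direction. No explanation was tested.

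The median of DNA replication unigenes was higher in C1 and that of core histones lower. The replication list, corrected after its values were seen to include unigenes annotated as PCNA, had 13 members with a median log2 ratio of 0.77 (percentile 99.3). Its first version had 11 members, a median of 0.46 (percentile 86.7) and no DEU. The 2 DEUs, Unigene40659_A0A (101 and 380 reads, 2.05) and Unigene27270_A0A (32 and 160 reads, 2.45), are both annotated as PCNA, so counting error does not account for them. The 10 core histone unigenes had a median of -0.62 (percentile 0.54), with 4 DEUs lower and 1 higher, and the medians of the lists differed by 1.40. The histones moved apart, as 6 were lower and 4 higher. Their reads together went from 3360 to 3011 (log2 ratio -0.01). The most abundant, Unigene18947_A0A (H3.3), had 1784 reads in C0 and 2353 in C1 and rose by 0.55 on the log2 scale, so it weighs most in this sum. The mRNA was enriched with oligo magnetic beads, and whether this recovered all histone transcripts alike was not tested. An effect of eyestalk ablation and a chance difference between the pools of 1 library per condition cannot be told apart.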
